# The Genetic Makeup of the *Drosophila* piRNA Pathway

**DOI:** 10.1016/j.molcel.2013.04.031

**Published:** 2013-06-06

**Authors:** Dominik Handler, Katharina Meixner, Manfred Pizka, Kathrin Lauss, Christopher Schmied, Franz Sebastian Gruber, Julius Brennecke

## Abstract

The piRNA (PIWI-interacting RNA) pathway is a small RNA silencing system that acts in animal gonads and protects the genome against the deleterious influence of transposons. A major bottleneck in the field is the lack of comprehensive knowledge of the factors and molecular processes that constitute this pathway. We conducted an RNAi screen in *Drosophila* and identified ∼50 genes that strongly impact the ovarian somatic piRNA pathway. Many identified genes fall into functional categories that indicate essential roles for mitochondrial metabolism, RNA export, the nuclear pore, transcription elongation, and chromatin regulation in the pathway. Follow-up studies on two factors demonstrate that components acting at distinct hierarchical levels of the pathway were identified. Finally, we define CG2183/Gasz as an essential primary piRNA biogenesis factor in somatic and germline cells. Based on the similarities between insect and vertebrate piRNA pathways, our results have far-reaching implications for the understanding of this conserved genome defense system.

## Highlights

• Systematic identification of somatic piRNA pathway factors in *Drosophila*
• Identification of functional links between piRNA biology and major cellular processes
• Characterization of CG2183/Gasz as an essential primary piRNA biogenesis factor

## Introduction

The *Drosophila melanogaster* genome contains ∼15%–20% of transposable elements (TEs) (Hoskins et al., 2002; Kaminker et al., 2002). Uncontrolled activity of TEs triggers defects in genome integrity due to DNA breaks, insertional mutagenesis, and illegitimate recombination (Levin and Moran, 2011; Slotkin and Martienssen, 2007). This is particularly evident in the germline, where TEs have evolved to be especially active but are suppressed by the piRNA pathway. The piRNA pathway is a small RNA silencing system that is defined via the involvement of PIWI family proteins bound to ∼22–31 nt PIWI-interacting RNAs (piRNAs) (Malone and Hannon, 2009; Siomi et al., 2011). Defects in the piRNA pathway allow overall development to occur, but emerging animals are sterile, presumably due to damage of their germ cell genomes (Klattenhoff et al., 2007).

Similar to other small RNA pathways, the central players in the piRNA pathway are Argonaute proteins bound to small RNAs that provide target specificity (Ghildiyal and Zamore, 2009). However, in contrast to the siRNA and the miRNA pathways, whose molecular frameworks are well described, nearly all aspects of the piRNA pathway are poorly understood. In flies, most piRNAs are derived from piRNA clusters, large loci that contain high proportions of TE sequences (Brennecke et al., 2007). piRNA cluster transcripts are believed to be exported to the cytoplasm where numerous factors participate in the processes of piRNA biogenesis and piRNA loading into PIWI proteins. Most identified piRNA biogenesis factors are enriched in distinct foci that are in proximity to the nuclear envelope (Yb-bodies in ovarian somatic cells and nuage in germline cells) (Siomi et al., 2011). Yb-bodies and nuage are tightly associated with mitochondria, and the essential piRNA biogenesis factor Zucchini is integrated into the outer mitochondrial membrane (Ipsaro et al., 2012; Nishimasu et al., 2012; Saito et al., 2010). After formation of piRNA-induced silencing complexes (pi-RISCs), the identity of the involved PIWI protein defines their respective fates. Piwi-piRNA complexes are transported into the nucleus, where they guide transcriptional silencing (Sienski et al., 2012; Wang and Elgin, 2011; Le Thomas et al., 2013; Rozhkov et al., 2013). The two other family members, Aubergine (Aub) and AGO3, remain in the cytoplasm and are engaged in the ping-pong cycle, a piRNA amplification loop that requires complementary RNAs from TEs and piRNA clusters (Brennecke et al., 2007; Gunawardane et al., 2007).

The *Drosophila* ovary contains two major cell types: germline cells derived from primordial germ cells and somatic support cells of mesodermal origin. Both cell types silence TEs by the piRNA pathway, but the respective pathways differ considerably (Senti and Brennecke, 2010; Siomi et al., 2011). While somatic support cells express only Piwi, germline cells also express Aub and AGO3. Ping-pong amplification and many factors involved in it are thus restricted to germline cells (Li et al., 2009; Malone et al., 2009).

Motivated by the gaps in our understanding of the piRNA pathway, we performed a genetic screen in the *Drosophila* ovary for factors involved in the somatic piRNA pathway. Many identified genes could be grouped into functional categories, and these indicate the identification of key factors acting at all steps of the pathway, ranging from piRNA cluster expression to cluster transcript export to piRNA biogenesis and loading and finally to piRNA-mediated silencing. Our work will therefore serve as a key resource for the genetic and mechanistic dissection of this conserved genome defense pathway.

## Results

### A Screen for Somatic piRNA Pathway Factors

The *Drosophila* ovary consists of two major cell types (somatic support cells and germline cells) that harbor different piRNA pathway versions (Figures 1A–1C). Though strong similarities exist between both pathways, it is unclear how distinct their genetic makeup is. Having an effective transgenic RNAi assay system for somatic piRNA pathway activity at hand (Olivieri et al., 2010), we screened the set of genes expressed in somatic support cells for uncharacterized piRNA pathway factors.

**Figure 1:**
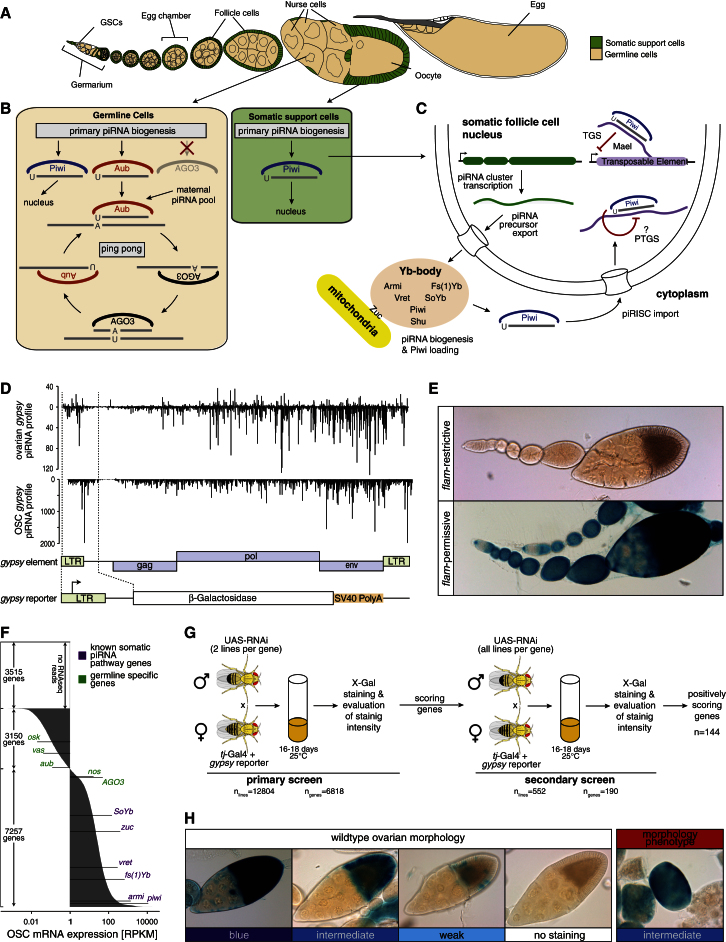
An RNAi Screen for Somatic piRNA Pathway Factors (A) Cartoon of a *Drosophila* ovariole with somatic cells in green and germline cells in beige. (B) Schematic representations of the *Drosophila* germline and somatic piRNA pathways focusing on the three PIWI family proteins and the biogenesis routes of their bound piRNAs. (C) Detailed model of the somatic piRNA pathway. Known pathway members are placed at their functional positions based on literature (TGS, transcriptional gene silencing; PTGS, posttranscriptional gene silencing). (D) Illustration of the *gypsy*-lacZ reporter. Shown are normalized profiles of ovarian and OSC piRNAs (sense up, antisense down) mapping to the *gypsy* TE and the *gypsy* sequence portion present in the reporter. (E) Shown are β-gal stainings of ovarioles as readout for the *gypsy*-lacZ reporter from *flamenco* restrictive (upper panel) or *flamenco* permissive flies (lower panel). (F) Bar chart showing expression levels (average RPKM values (log10 scale) obtained from two independent RNA-seq experiments) of all annotated *Drosophila* genes in OSCs. Several known somatic piRNA pathway factors (violet) and germline-specific control genes (green) are indicated. (G) Illustration of the screen workflow. Indicated are the numbers of tested RNAi lines and the corresponding number of genes for the primary and secondary screens. (H) Shown are β-gal stainings of representative egg chambers indicating major staining categories used for the evaluation of the screen crosses (left images, wild-type morphology; right image, distorted morphology).

We took advantage of a reporter construct that expresses β-galactosidase (β-gal) under control of the *gypsy* LTR (Figures 1D and 1E; Sarot et al., 2004). The resulting RNA contains ∼700 nt of *gypsy* sequence. Many piRNAs isolated from ovaries or from cultured ovarian somatic cells (OSCs) are complementary to this region and guide efficient reporter silencing in wild-type flies (*flamenco* restrictive). Flies harboring a functional piRNA pathway but lacking the ability to produce *gypsy* complementary piRNAs (*flamenco* permissive) exhibit strong reporter desilencing. Similarly, knockdown of somatic piRNA pathway components such as Armitage (Armi), Zucchini (Zuc), or Vreteno (Vret) in a *flamenco* restrictive background results in near loss of *gypsy*-derived piRNAs and reporter desilencing (Handler et al., 2011; Olivieri et al., 2010; Saito et al., 2010; Zamparini et al., 2011). As the *gypsy*-lacZ reporter assays the endpoint of the piRNA pathway (namely piRNA-mediated silencing in *trans*), the screen should capture factors involved at all steps of the piRNA pathway (piRNA cluster biology, piRNA biogenesis, and piRNA-mediated silencing) (Figure 1C).

To filter for genes with possible functions in the somatic piRNA pathway, we determined the gene expression profile of OSCs by RNA-seq. 

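Ovarian somatic cells (OSCs), grown at 27 °C, were sequenced as 2 separate RNA-seq libraries, and the authors deposited the RPKM of each of 13792 genes in each library. The sample labels differ on the RNA that was sequenced, since the titles name total RNA depleted of ribosomal RNA and the protocol names mRNA selected with oligo(dT). Read totals are not part of the tables, so the depth of each library is unknown and no interval for counting error is given. Among 372 genes with low values, the most frequent ratio between what 1 read was worth in replicate 2 and in replicate 1 was 4.32, which was shared by 116 of these genes. The aligner and the annotation behind the values are not named in the paper's text. Gene symbols and identifiers were those of the tables, and 13277 genes were matched by their CG identifier to a gene table of Release 6 of the fly genome. The mean of the 2 libraries was used as in Figure 1F.
Over the 7244 genes with a mean of at least 1 RPKM, the libraries correlated with a Pearson's r of 0.791 on log2(RPKM + 1) and a Spearman's rho of 0.753, across genes, which are not independent replicates. Between the libraries, 3330 of these genes (46.0%) differed by more than 2-fold and 514 by more than 8-fold. A mean over the libraries therefore carries a large error for many genes, and each library's value is given where this matters. Of all listed genes, 3427 were listed at 0 in both libraries. These include 109 of the 111 repeated histone genes, so a value of 0 is reported only as listed.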

OSCs were derived from a somatic stem cell population of the germarium and express a functional piRNA pathway (Niki et al., 2006; Saito et al., 2009). At a conservative cutoff (1 read per kilobase per 1 million sequenced reads [RPKM = 1]), OSCs express 7,257 genes, and all known somatic piRNA pathway factors were well above this cutoff (Figure 1F).

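With the mean of both RNA-seq libraries, 7244 of 13792 genes reached 1 RPKM, 3121 genes lay between 0 and 1 RPKM and 3427 were listed at 0. Replicate 2 alone gave 7265 genes and replicate 1 alone 6981. The count moved most when the cutoff had to be reached in both libraries, which left 6796 genes, and a cutoff of 0.5 RPKM gave 7629 genes. Of the genes above the cutoff by their mean, 448 were under it in 1 of the libraries, and the median gene above the cutoff stood at 24.6 RPKM.
The 8 known somatic piRNA pathway factors were all above 1 RPKM in each library. piwi (CG6122) was the highest with 439 ± 211 RPKM (SD, n = 2 libraries here and below). armi (CG11513) followed with 282 ± 186 RPKM, shu (CG4735) with 109 ± 12.1 RPKM, mael (CG11254) with 92.9 ± 33.2 RPKM, fs(1)Yb (CG2706) with 68.0 ± 11.5 RPKM, vret (CG4771) with 47.5 ± 8.36 RPKM and zuc (CG12314) with 21.5 ± 5.94 RPKM. SoYb (CG31755) was the lowest, and its mean of 15.3 RPKM rested on replicate 2, where it reached 27.3 RPKM against 3.38 RPKM in replicate 1. The genes that the paper follows up later, CG2183 and CG9754, stood at 22.5 ± 3.06 RPKM and 17.1 ± 10.9 RPKM. Germline genes were lower. oskar (osk) had 0.117 ± 0.0609 RPKM, vasa (vas) 0.254 ± 0.0912 RPKM and nanos (nos) 0.207 ± 0.261 RPKM. aubergine (aub) was at 0.437 RPKM in replicate 1 and 1.34 RPKM in replicate 2, and AGO3 was at 0.839 and 4.50 RPKM, so each lay on both sides of the cutoff.

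**Figure D1:**
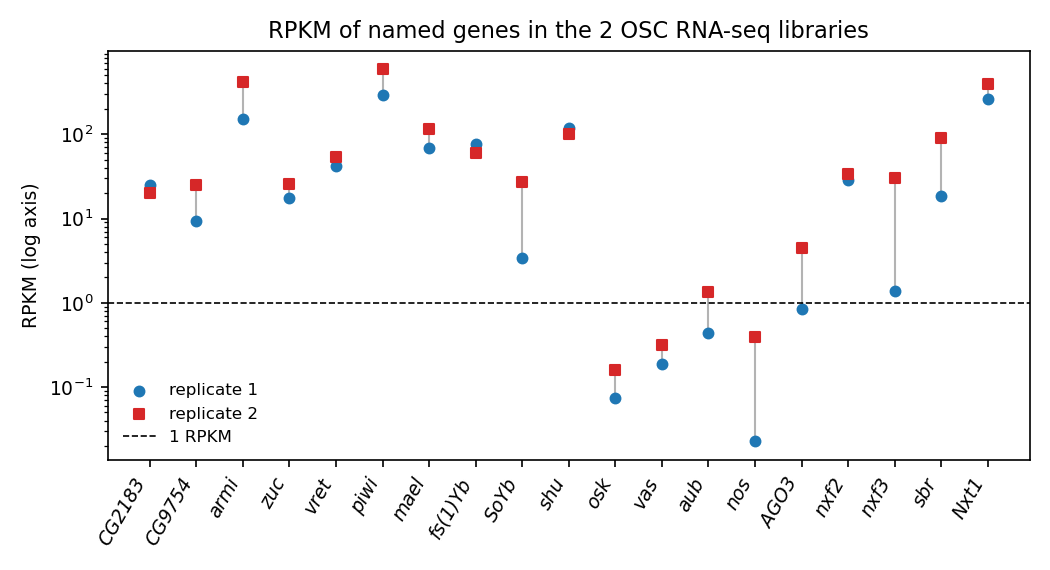
RPKM (log axis) of 19 named genes in the 2 OSC RNA-seq libraries, with replicate 1 as circles, replicate 2 as squares, a grey line joining the values of a gene and a dashed line at 1 RPKM. SoYb, nxf3, sbr, AGO3 and nos differ several-fold between the libraries, and osk, vas and nos lie under the dashed line in both.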

We used the collection of transgenic RNAi lines from the Vienna RNAi Center (VDRC) (Dietzl et al., 2007) and screened two lines per expressed gene. For the primary screen, this resulted in a total of 12,804 crosses for 6,818 genes (94% of expressed genes). Per cross, five F1 females were dissected and ovaries were stained for β-gal activity. Genes with at least one line exhibiting detectable reporter derepression were retested with all VDRC lines available for this gene (Figure 1G). Dissected ovaries from the secondary screen were mounted on glass slides, and β-gal activity was determined using a classification scheme with six values ranging from strong to weak (representatives shown in Figure 1H). This resulted in 144 genes where at least one knockdown line led to detectable β-gal activity (Table S1). In addition to reporter activity, we classified overall ovarian morphology as “wild-type,” “distorted,” or “rudimentary” (Figure 1H; Table S1).

### High Sensitivity, Specificity, and Reproducibility of the Screen

For an overall evaluation of the screen, we considered three questions: (1) What is the false negative rate? (2) What is the false positive rate? (3) How well does the *gypsy*-lacZ reporter mirror derepression of endogenous TEs?

The number of known genes acting in the somatic piRNA pathway is limited (n = 8) and not well suited for a false negative estimation. To determine the efficacy of VDRC RNAi lines, we evaluated the ovarian morphology resulting from knockdowns of genes encoding for ribosomal proteins (n = 83). Defective ribosome biogenesis results in a “rudimentary ovary” phenotype, and based on this, ∼83% of VDRC lines elicit efficient target knockdown (Figure 2A). As we typically tested two independent lines per gene, this resulted in a ∼92% positive rate at the gene level. Similar results were obtained when other housekeeping categories were analyzed. Consequently, the set of 663 genes resulting in rudimentary ovaries upon knockdown was highly enriched in basic cellular processes (Figure 2B). We observed a correlation between the “rudimentary ovary” phenotype and gene expression levels, with knockdowns of nearly 40% of the 700 most highly expressed genes preventing ovary development (Figure 2C). We conclude that transgenic RNAi is potent in knocking down genes with very high mRNA levels. As we also tested 358 genes below the RPKM cutoff of 1, we can estimate that off-target effects are not prevalent in this screen, as only 0.8% of lines targeting these “nonexpressed” genes resulted in altered ovarian morphology.

**Figure 2:**
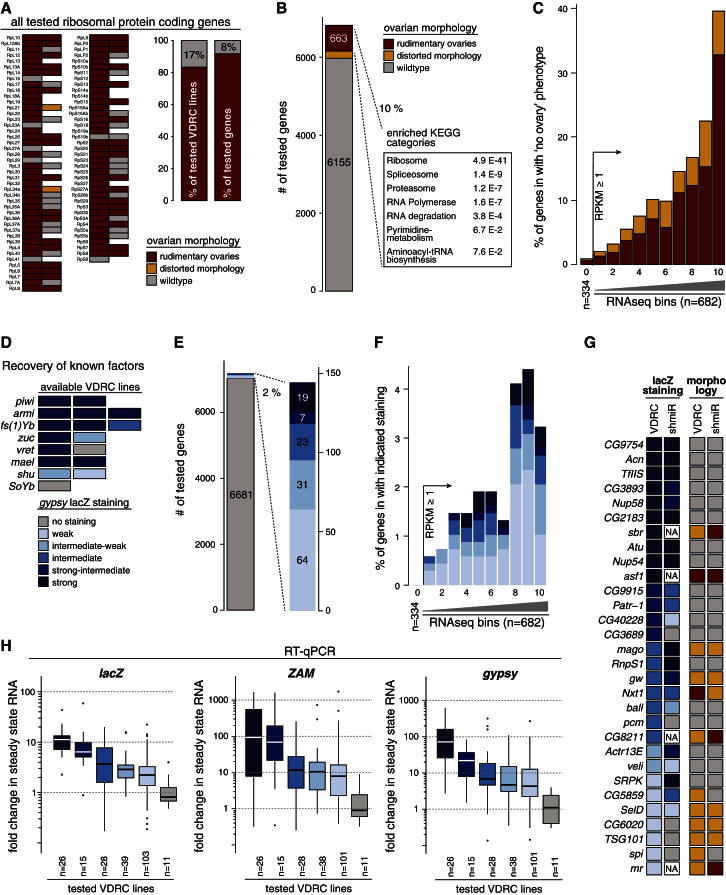
High Sensitivity, Specificity, and Reproducibility of the Screen (A) Indicated to the left is the impact on ovarian morphology observed upon knockdown of the 83 genes encoding for ribosomal proteins. The two bar charts are based on this analysis and indicate the percentage of effective VDRC lines (left) and the corresponding false negative rate (8%) at the gene level if approximately two lines per gene were tested (right). (B) Bar chart illustrating the ovarian morphology phenotype observed for all genes tested in the screen. At least one line per gene had to fall into the indicated categories. Also shown are the most enriched gene ontology (GO) categories (p values corrected for multiple testing) for the set of 663 genes that classified for the “no ovary” phenotype. (C) Indicated are the percentages of genes flagged with the “no ovary” or “distorted morphology” phenotypes when all tested genes were split into ten bins according to their expression level (gray triangle). Bins 1–10 are equally sized bins (n = 682) of all expressed genes (RPKM > 1), while bin 0 contains 334 randomly tested genes expressed below RPKM = 1. (D) Shown are the *gypsy*-lacZ staining results from the screen for available VDRC lines targeting the eight known piRNA pathway factors. (E) Bar chart summarizing the *gypsy*-lacZ staining results ranging from weak to strong for all genes tested in the screen. (F) Indicated are the percentages of genes scoring with the indicated *gypsy*-lacZ intensities when all tested genes were split into ten bins according to their expression level (gray triangle). Bins 1–10 are equally sized bins (n = 682) of all expressed genes (RPKM > 1), while bin 0 contains 334 randomly tested genes expressed below RPKM = 1. (G) Compared are *gypsy*-lacZ intensities as well as the morphology phenotypes for 30 screen-positive genes tested with shRNA lines or VDRC lines (NA, not analyzable due to a “no ovary” phenotype). (H) Shown are box plots displaying the fold changes in steady-state RNA levels (based on RT-qPCR) of *lacZ*, *ZAM*, and *gypsy* normalized to control knockdowns. Tested were all RNAi lines (numbers given at the bottom) falling into the five staining categories (color coded) and 11 control lines (gray). Box plots show median (line), 25th–75th percentile (box) ± 1.5 interquartile range; circles represent outliers.

Eight genes have been assigned to the somatic piRNA pathway, and with the exception of the Tdrd12 member SoYb (the available VDRC line is nonfunctional), all of these were identified among the top scoring candidates (Figure 2D) (Haase et al., 2010; Handler et al., 2011; Malone et al., 2009; Olivieri et al., 2010, 2012; Preall et al., 2012; Qi et al., 2011; Saito et al., 2010; Sienski et al., 2012; Zamparini et al., 2011). We conclude that the screen identified most somatic piRNA pathway factors whose knockdown results in analyzable ovaries.

The false positive rate depends on the extent of the *gypsy-*lacZ sensor being influenced only by the piRNA pathway and also on the extent of screen artifacts such as off-targets. Remarkably, only 2% (144 genes) of all tested genes showed any β-gal activity, and only 0.7% (49 genes) showed activity in the range of known pathway members (Figure 2E). Also, for the positive genes, we observed a correlation with expression levels (Figure 2F). This was, however, less pronounced compared to the morphology results (Figure 2C). 

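The copy of Table S1 used here is shortened and lists 1998 genes, where the paper tested 6818, so the screen hits are only described and no enrichment was tested. All 144 genes with reporter staining are in this copy, were matched to the RNA-seq tables and had a mean of at least 1 RPKM in OSCs. Their median was 53.1 RPKM, with quartiles of 22.0 and 83.4 RPKM, against 24.6 RPKM for all expressed genes. The median was 49.3 RPKM in replicate 1 and 37.4 RPKM in replicate 2.
The 7244 expressed genes were divided into 10 bins of 724 or 725 genes by RPKM, whether or not they were tested, which differs from the bins of tested genes in Figure 2F. From the lowest to the highest bin, the bins held 4, 6, 9, 11, 11, 14, 8, 28, 30 and 23 hits. This is 0.552% of the genes in the lowest bin (Wilson 95% interval 0.215% to 1.41%) and 3.18% in the highest (2.13% to 4.72%). The increase was not steady, since the seventh bin held fewer hits than the 4 bins before it and the highest bin fewer than the ninth. With 5 bins the hits numbered 10, 20, 25, 36 and 53. The median RPKM did not rise with the strength of the staining. It was 54.8 RPKM for the 19 genes in the strongest category and 54.9 RPKM for the 64 genes in the weakest. The 3 strongest categories held 49 genes, the number the paper counts in the range of known pathway members.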

Importantly, very few of the weakly expressed genes and none of the 358 tested nonexpressed genes derepressed the reporter upon knockdown.

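In the RNA-seq tables, 2 of the 144 hits were under 2 RPKM, CG16789 with 1.12 ± 0.586 RPKM and Adgf-A (CG5992) with 1.57 ± 1.29 RPKM (SD, n = 2 libraries). Next to them stood CG5455 with 2.04 ± 1.70 RPKM. These 3 genes were under 1 RPKM in replicate 1, at 0.702, 0.656 and 0.840 RPKM, and above it in replicate 2, at 1.53, 2.48 and 3.25 RPKM. In all, 5 hits were under 1 RPKM in replicate 1 and 0 in replicate 2. The 3 highest hits were HmgD (CG17950) with 766 ± 158 RPKM, CG4692 with 618 ± 448 RPKM and His3.3B (CG8989) with 562 ± 373 RPKM. The tested genes under 1 RPKM were not analysed here.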

To more directly assess the specificity of the screen, we performed two tests. First, we generated 30 shRNA lines (Ni et al., 2011) to reassess the screening results with independent knockdowns (Figure 2G). Out of 26 lines that could be analyzed (four lines resulted in “rudimentary ovaries”), 21 (>80%) confirmed the screen result. Considering that not all shRNA lines will be functional, RNAi off-target effects can be considered to be very low in the screen. We then asked whether the β-gal results correlate with endogenous TE derepression. We performed RT-qPCR experiments on ovarian RNA after knocking down each positively scoring gene in somatic follicle cells. We measured steady-state RNA levels of β-gal as well as of the endogenous retro-elements *ZAM* and *gypsy*, which are under control by the somatic piRNA pathway. In all cases, the classification of β-gal reporter activity correlated highly with the measured RNA levels (Figure 2H; Table S2). Taken together, our analyses indicate a very high sensitivity and specificity of the screen.

### Classification of Germline-Specific, Soma-Specific, and Common piRNA Factors

The existence of distinct piRNA pathways in the ovarian soma and germline poses the question about their genetic similarities. We therefore tested the identified candidates from the soma screen for their involvement in germline TE repression.

We depleted screen candidates in the germline by transgenic RNAi based on the *nanos* GAL4 driver coupled to UAS-Dcr2 and VDRC lines (Handler et al., 2011; Wang and Elgin, 2011). To monitor piRNA pathway integrity in germline cells, we generated a TE repression sensor. This reporter expresses nuclear β-gal under control of the *nanos* promoter and harbors a target sequence for *Burdock* piRNAs in its 3′ UTR (Figure 3A). The retro-element *Burdock* is a prototypic germline TE, as ovarian piRNAs exhibit a pronounced ping-pong signature and are specifically found in germline cells but not in OSCs (Figures 3A and 3B). *Burdock* piRNA levels are sensitive to loss of various germline piRNA pathway factors (Figure 3C), and knockdown of pathway factors as diverse as AGO3, Vreteno, and Armitage strongly derepressed the sensor (Figure 3D). This suggested that the *Burdock* sensor is a valid tool to monitor germline piRNA pathway integrity. Knockdown of any known major germline piRNA pathway factor led to robust sensor activation (Figure 3E). Even knockdown of candidates with moderate impacts on TE silencing (Tudor, Hen1, CG9925) (Handler et al., 2011; Horwich et al., 2007; Nishida et al., 2009) derepressed the sensor, albeit to lesser extents (Figure 3E). Of note, every tested VDRC line targeting a validated germline piRNA pathway factor was highly efficient in this system. We conclude that the germline knockdown system is very robust, allowing meaningful conclusions about the tissue specificity of identified piRNA pathway factors.

**Figure 3:**
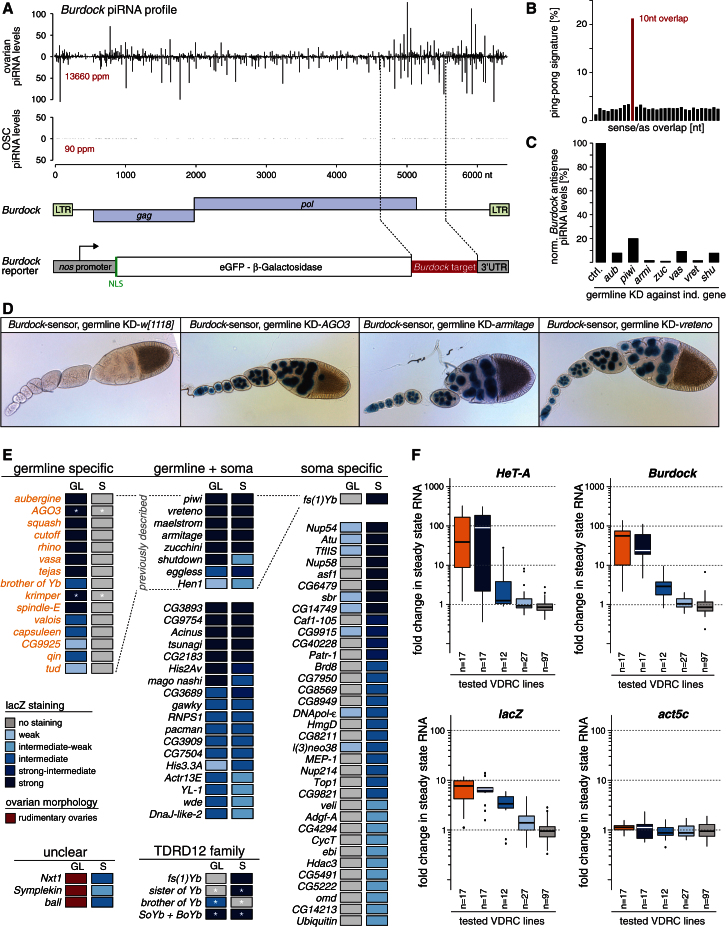
Genetic Classification of Germline-Specific, Soma-Specific, and Common piRNA Factors (A) Illustration of the *Burdock*-lacZ reporter. Shown are normalized profiles of ovarian and OSC piRNAs (sense up, antisense down) mapping to the *Burdock* element and the *Burdock* sequence portion present in the 3′ UTR of the reporter, which expresses β-gal under control of the germline-specific *nanos* promoter. (B) Bar diagram displaying the sense/antisense overlap patterns of the ovarian piRNA population mapping to the *Burdock* element. The red bar at 10 nt indicates a significant ping-pong signature. (C) Bar plot illustrating normalized piRNA levels (%) antisense to the *Burdock* TE in ovaries from indicated germline-specific knockdowns (MTD × shRNA) compared to control levels. (D) Shown are β-gal stainings of egg chambers expressing the *Burdock*-lacZ reporter and germline knockdowns (KD) for the indicated genes (*w[1118]* serves as negative control). (E) Listed are all genes known to be specific for the germline piRNA pathway (orange set) and all genes scoring in the somatic screen (intermediate-weak or stronger; no mitochondrial genes). Based on the staining intensities observed with the *Burdock*-lacZ reporter (GL/left columns) or the *gypsy*-lacZ reporter (S/right columns), genes were grouped into germline-specific, common, and soma-specific classes. All genes previously linked to the piRNA pathway are marked as “previously described.” Genes not interpretable in the germline test are shown in the lower left panel. Asterisks indicate genes tested with an shRNA line because no VDRC line was available (*AGO3*, *krimper*) or the VDRC line is not functional (*SoYb*). (F) Box plots showing fold deregulations of *HeT-A*, *Burdock*, *lacZ*, and *act5c* RNA levels upon knockdown of all screen-scoring VDRC lines. Lines were grouped into three staining categories (blue) based on their effect on the *Burdock*-lacZ reporter. Germline-specific factors (orange) are represented as a separate group.

Based on the *Burdock*-lacZ sensor, 26 factors scoring at least weak-intermediate in the screen also scored in the germline (Figure 3E). Remarkably, ∼30 genes scored specifically in the somatic piRNA pathway only. Among these were some of the strongest scoring screen candidates, and several were validated via independent shRNA lines (Figure 2G). Our results strengthen large similarities between the soma and the germline piRNA pathways but also pinpoint significant differences.

To substantiate the validity of *Burdock*-lacZ as an accurate proxy for germline piRNA pathway integrity, we measured steady-state RNA levels of the two germline-specific TEs, *HeT-A* and *Burdock*. We observed strong correlations with the *Burdock*-lacZ results (Figure 3F; Table S3). Knockdown of candidates strongly scoring in the germline derepressed endogenous TEs to an extent that was highly similar to knockdowns of established germline piRNA pathway factors. On the other hand, no significant changes in endogenous TE levels were seen upon knockdown of factors that scored in the soma but not in the germline. The housekeeping gene *Actin 5C* served as control.

Taken together, our results define the set of common factors acting in the somatic and germline piRNA pathways and provide genetic entry points to dissect the differences between the two pathways. Reaching a similar status for the class of “germline-specific” factors would require a targeted germline screen as presented in the accompanying manuscript by Hannon and colleagues (Czech et al., 2013).

### Identification of Key Processes Involved in the Somatic piRNA Pathway

A comparison of all 144 screen hits to the set of 6,818 tested genes in respect to tissue gene expression profiles (FlyAtlas, http://www.flyatlas.org; Chintapalli et al., 2007) indicated that the expression of scoring genes was higher in ovaries and to a lesser extent in the larval CNS compared to whole flies (Figure 4A). These results are in agreement with the piRNA pathway acting specifically or preferentially in gonads.

**Figure 4:**
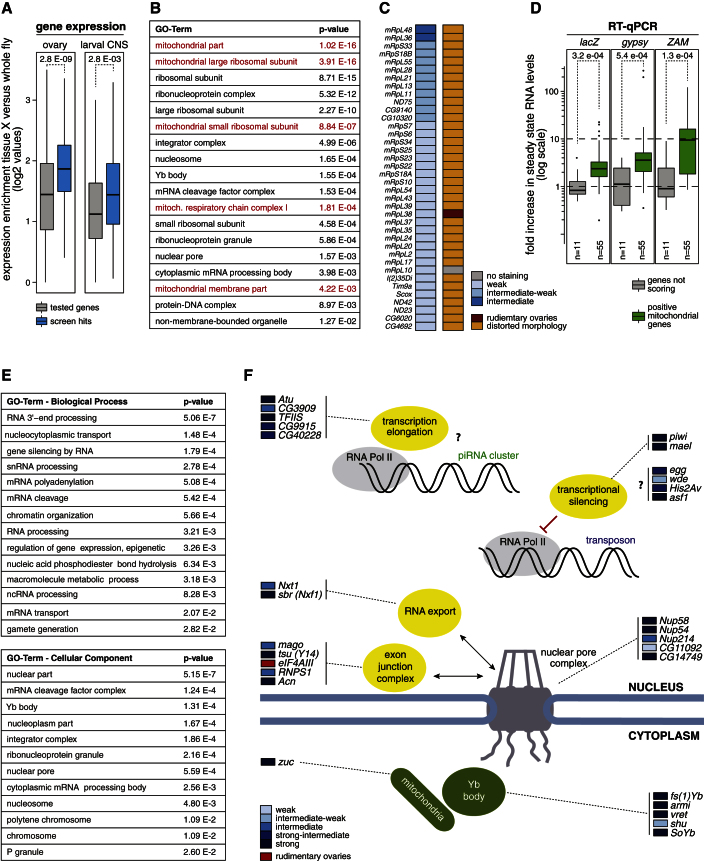
Key Processes and Factors Involved in the Somatic piRNA Pathway (A) Box plots showing the fold enrichment of gene expression (based on FlyAtlas) in ovaries or larval CNS versus whole flies for all tested genes (gray) and the set of positive screen hits (blue); p values were determined by Wilcoxon signed rank test. (B) Shown are the most significantly enriched GO terms among the 144 scoring genes in the screen (p values corrected for multiple testing). Mitochondria-related terms are in red. (C) Listed are all genes with annotated mitochondrial function and their respective *gypsy*-lacZ staining and ovarian morphology phenotypes observed in the somatic screen. (D) Box plots showing fold increases in *lacZ*, *gypsy*, and *ZAM* steady-state RNA levels for the set of mitochondrial gene knockdowns (green box) compared to nonscoring genes (gray box); p values were determined by Wilcoxon signed rank test. Box plots are defined in Figure 2H. (E) Significantly enriched GO terms among screen hits without mitochondria associated genes (p values corrected for multiple testing). (F) Cartoon depicting functional groups of genes identified in the screen. Factors were grouped and placed into nucleus or cytoplasm based on their annotated functions or by identification of orthologous genes with annotated functions. Genes involved in the various processes are indicated together with the *gypsy*-lacZ staining results.

The set of 144 candidate piRNA pathway genes was highly enriched for several functional gene ontology (GO) terms (Figure 4B). Surprisingly, a number of top categories were associated with mitochondrial metabolism. Indeed, 23% of all screen hits (38 genes) could be annotated as mitochondrial proteins (Figure 4C). All of these derepressed the *gypsy*-lacZ sensor only moderately and impacted ovarian morphology to varying degrees. Based on RT-qPCR results, knockdown of identified mitochondrial factors increased the expression level of endogenous TEs moderately but significantly (Figure 4D). As many other factors whose knockdown impaired oogenesis did not result in sensor activation, we conclude that mitochondrial integrity is important for full piRNA pathway activity. Interestingly, the essential piRNA biogenesis factor Zuc is an integral protein of the outer mitochondrial membrane, and piRNA biogenesis is proposed to occur in close proximity to mitochondria. We note that knockdown of mitochondrial genes in the germline generally did not result in measurable *Burdock*-lacZ sensor derepression, suggesting that the somatic piRNA pathway is more sensitive to mitochondrial malfunction.

We repeated the GO analysis after subtracting annotated mitochondrial proteins. Many of the significantly enriched categories (Figure 4E) were linked to RNA biology, nucleo-cytoplasmic transport, or chromatin biology. In combination with manual annotations, we propose the involvement of several functionally or genetically related gene groups in the piRNA pathway (Figure 4F). In the cytoplasm, several factors required for piRNA biogenesis (Yb, Armi, Vret, Shu) are enriched in Yb-bodies, which are in direct vicinity of mitochondria (Szakmary et al., 2009). Three factors with relationships to processing bodies (Gawky, Pacman, Patr-1) suggest a connection between the piRNA pathway and P-bodies. Notably, several piRNA pathway factors colocalize with P-bodies in so-called piP-bodies in mouse male germ cells (Aravin et al., 2009), and Yb-bodies have been observed in proximity to P-bodies in *Drosophila* follicle cells (Olivieri et al., 2010).

More intriguingly, we identified several factors with a nuclear function or that act at the interface between nucleus and cytoplasm. In each category, at least one factor was among the strongest-scoring candidates, and independent shRNA lines validated several factors in each category.

The two core exon junction complex (EJC) (Tange et al., 2004) factors Mago and Tsunagi/Y14 as well as the EJC accessory factors RnpS1 and Acinus scored strongly in the assay. The third core factor, eIF4AIII, could not be analyzed due to a “rudimentary ovary” phenotype. All identified EJC factors also classified as essential pathway factors in the germline (Figure 3E), strongly implicating the EJC in piRNA pathway biology.

The central RNA export factors small bristles (Nxf1) and Nxt1 strongly derepressed the sensor. These factors are implicated in general mRNA export, and ovarian morphology was distorted in the respective knockdowns. Nevertheless, the extent of sensor and TE derepression upon knockdown of these factors hints at a direct involvement of this protein complex, potentially at the level of piRNA cluster transcript export. Interestingly, Nxf2 and Nxf3 are specifically expressed in ovaries (but not in OSCs), and their knockdown in the germline results in TE silencing defects (unpublished observations), strongly substantiating the central importance of RNA export processes in the piRNA pathway.

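In the OSC RNA-seq libraries, nxf2 (CG4118) had 28.8 RPKM in replicate 1 and 33.6 RPKM in replicate 2, a mean of 31.2 ± 3.46 RPKM (SD, n = 2 libraries), and ranked above 57.9% of the expressed genes. nxf3 (CG32135) had 1.36 RPKM in replicate 1 and 30.5 RPKM in replicate 2. Its mean of 15.9 RPKM therefore rested on replicate 2, and the libraries do not fix its level. The general export factors sbr (CG1664), which encodes Nxf1, and Nxt1 (CG12752) had 54.8 ± 51.1 RPKM and 328 ± 97.9 RPKM. RNA-seq of ovaries was not analysed here.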

Four nuclear pore complex factors (Nup54, Nup58, CG11092, Nup214) and one accessory factor (CG14749) scored in the screen. The two FG repeat proteins Nup54 and Nup58 were among the strongest-scoring candidates, and given that ovarian morphology was normal in the respective knockdowns, we postulate that an intricate and specific connection exists between the nuclear pore complex and piRNA biology. All of these factors appear to be specifically involved in the soma piRNA pathway (Figure 3E). Our finding might relate to a recent study in germline cells that found piRNA cluster loci specifically at nuclear pores to allow for specific and/or efficient coupling of piRNA cluster transcription/export to the perinuclear piRNA biogenesis machinery (Zhang et al., 2012).

Several strongly scoring factors are annotated to be involved in aspects of RNA Polymerase II biology. For example, the identified factors Atu, CG3909, CG9915, CG40228, and TfIIS are either annotated Paf1 complex members or are linked to TfIIS, a key factor required to rescue backtracked RNA Pol II (Sims et al., 2004). These proteins might be involved in Piwi-mediated transcriptional silencing. However, the group of factors with links to Pol II did not score in the germline. As Piwi-mediated TE silencing is unlikely to differ between somatic and germline cells, we favor the hypothesis that factors ensuring efficient Pol II activity are important for aspects of piRNA cluster biology. *flamenco*, for example, is a locus that spans at least 180 kb of repetitive sequence, and all evidence suggests that it is transcribed from a single promoter. Productive transcription through such a large locus might well require factors that reactivate backtracked polymerase. The soma-specific requirement of these factors suggests that transcription of germline piRNA clusters differs from that of *flamenco*. This might relate to their bidirectional transcription and the specific requirement for Rhino and Cutoff for their transcription/processing (Klattenhoff et al., 2009; Pane et al., 2011).

Piwi-mediated silencing of TEs occurs predominantly at the transcriptional level (Sienski et al., 2012; Wang and Elgin, 2011; Le Thomas et al., 2013; Rozhkov et al., 2013). Besides Piwi and Maelstrom, we identified several factors with chromatin-associated functions that might participate in this process. Among these are the histone variant His2Av, the histone chaperone Asf1, the H3K9 methyltransferase Eggless and its cofactor Windei, as well as others. Of note, most of these factors also scored in the germline (Figure 3E).

### Uncharacterized Factors in piRNA Biogenesis and Piwi-Mediated Silencing

Many genes identified in the screen do not belong to a functional category. Among these, we chose *CG2183* and *CG9754*, two uncharacterized genes, for follow-up studies. Knockdown of either gene in somatic follicle sells resulted in strong *gypsy*-lacZ sensor derepression (Figure 5A, left) as well as in derepression of the endogenous TEs *gypsy* and *ZAM* (Figure 5A, right). The extent of TE derepression was comparable to knockdowns of Armi, an essential piRNA biogenesis factor. We confirmed these findings with independent shRNA transgenes (Figure 2G, not shown). In OSCs, siRNA-mediated knockdown of *CG2183* or *CG9754* led to strong increases in RNA levels of *gypsy* and *mdg1*, both of which are piRNA targets in this cell line (Figure 5B). Both genes classified also as essential piRNA pathway factors in germline cells. We based this on the *Burdock*-lacZ sensor results and RT-qPCR analyses of the germline-repressed TEs *HeT-A* and *blood* (Figure 5C). Overall, knockdown of these two genes resulted in highly similar defects in TE repression.

**Figure 5:**
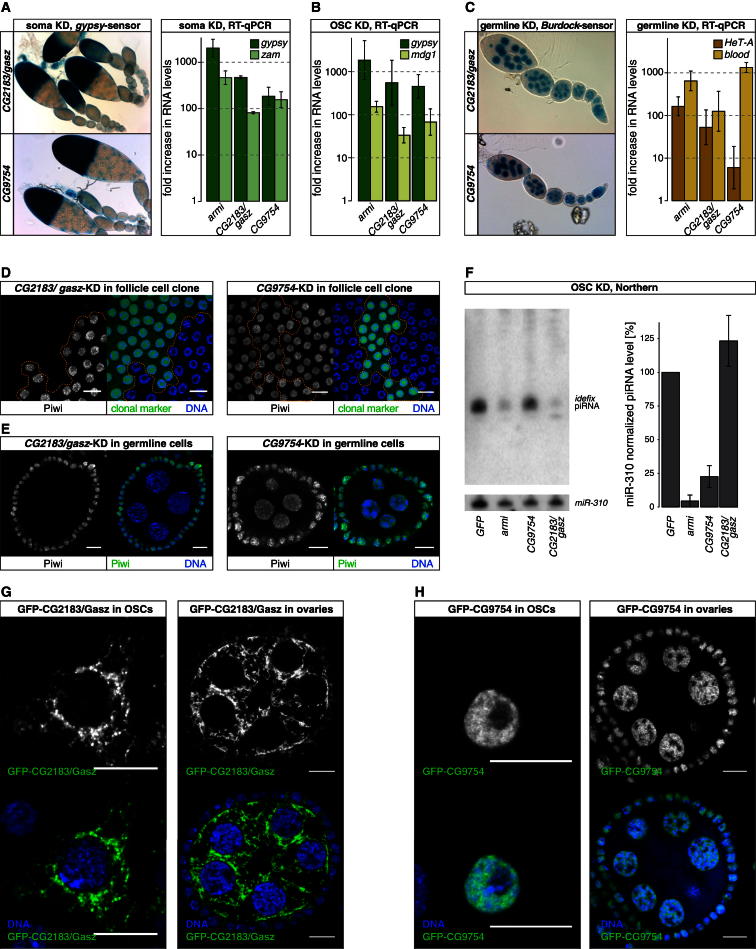
CG2183/Gasz and CG9754 Are Essential for the Somatic piRNA Pathway (A) Left panels show β-gal stainings of ovarioles as readout for *gypsy*-lacZ silencing upon soma knockdown of *CG2183*/*gasz* or *CG9754*. The bar diagram depicts fold increases in RNA levels of indicated TEs in ovaries with soma knockdown of *armi*, *CG2183*/*gasz*, or *CG9754* (averages of three biological replicates; error bars, SD; normalized to control knockdown). (B) Displayed are fold increases in RNA levels of indicated TEs in OSCs upon siRNA-mediated knockdown of *armi*, *CG2183*/*gasz*, or *CG9754* siRNA in OSCs (averages of three biological replicates; error bars, SD; normalized to control knockdown). (C) Left panels show β-gal stainings of ovarioles as readout for *Burdock*-lacZ silencing upon germline knockdown of *CG2183*/*gasz* or *CG9754*. The bar diagram depicts fold increases in RNA levels of indicated TEs in ovaries with germline knockdown of *armi*, *CG2183*/*gasz*, or *CG9754* (averages of three biological replicates; error bars, SD; normalized to control knockdown). (D) Confocal sections (scale bars, 10 μm) through the follicular epithelium of egg chambers stained for Piwi (monochrome panel), DNA (blue), and the clonal marker (green). Cells within the clone (dashed lines mark clone boundaries in the monochrome panels) express dsRNAs against *CG2183*/*gasz* (left panel) or *CG9754* (right panel). (E) Confocal sections (scale bars, 10 μm) through egg chambers stained for Piwi (monochrome panel and green) and DNA (blue). Knockdown of *CG2183*/*gasz* (left) and *CG9754* (right) was specifically activated in germline cells. (F) Northern blot analysis of piRNA levels in OSC total RNA upon siRNA-mediated knockdowns of *GFP* (control), *armi*, *CG9754*, or *CG2183*/*gasz*. One representative blot probed for *idefix* piRNA (top) and then reprobed for *miR-310* (bottom) is shown. The bar diagram indicates quantified results (normalized to *miR-310*) based on three independent experiments (error bars, SD.). (G) Confocal sections (scale bars, 10 μm) of OSCs (left panels) or egg chambers (right panels) expressing GFP-CG2183/Gasz stained for DNA (blue). Monochrome panels show the GFP signal separately. (H) Confocal sections (scale bars, 10 μm) of OSCs (left panels) or egg chambers (right panels) expressing GFP-CG9754 stained for DNA (blue). Monochrome panels show the GFP signal separately. See also Figure S1.

However, when analyzing the central effector protein Piwi as well as piRNA levels, clear differences between the two factors emerged. While depletion of CG2183 in follicle cells or germline cells resulted in a near loss of Piwi, depletion of CG9754 had no detectable impact on Piwi levels or localization (Figures 5D and 5E). Multiple piRNA biogenesis pathways feed into the three PIWI family proteins in ovaries, complicating analyses of piRNA biogenesis. We therefore probed for an involvement of CG2183 or CG9754 in piRNA biogenesis in OSCs, which exhibit only primary piRNA biogenesis. Judged by northern analysis, levels of mature piRNAs were reduced to ∼25% upon CG2183 depletion but were unchanged upon CG9754 depletion (Figure 5F). 

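The small RNA data of OSCs consist of 1 library from cells treated with siRNAs against GFP, the control, and 1 from cells treated with siRNAs against CG2183. The sample labels give a culture temperature of 27 °C, collection 96 h after transfection and inserts of 18 to 29 nt. With 1 library per condition, here and for the ovary libraries that appear later, no difference between conditions has a replicate check, and no p-value is given. The authors deposited a table of distinct small RNA sequences with the count of reads of each sequence in each library, without normalization and without genomic positions. The counts sum to 21579456 reads over 4656811 sequences in the control library and to 10456473 reads over 2587625 sequences in the knockdown library. Of these, 99.6% and 98.7% of the reads were of 18 to 30 nt.
A genome sequence and annotations of miRNAs, transposons and piRNA clusters were not used here, so small RNAs were classed by their own properties, with rules that were chosen after seeing the data. Sequences that share their first 16 nt formed a family. A family counted as miRNA-like when it had at least 1000 reads in all, at least 10 in each library and at least 90% of its reads at 20 to 24 nt. This gave 175 families, with 1471978 reads in the control and 1889457 in the knockdown library. A group of 463 overlapping sequences from an abundant RNA, found from sequences that each made up at least 1% of a library's reads, was set aside. It held 1.29% of the control reads and 9.47% of the knockdown reads in OSCs. The remaining reads of 23 to 30 nt are called piRNA-size reads, and they can include fragments of other RNAs. Levels are piRNA-size reads per miRNA-like read, after the paper's scaling to miRNAs. The 95% intervals of ratios come from the delta method on the log ratio. All intervals cover counting error only, since reads amplified by PCR are not independent molecules. Of the miRNA-like families, 48 were mostly of 23 or 24 nt, a length at which the rule cannot separate miRNAs from abundant piRNAs of fixed length.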

We sequenced small RNA populations from *CG2183* versus *GFP* siRNA-treated OSCs. This confirmed a ∼4-fold reduction of piRNAs originating from annotated TEs, as well as those originating uniquely from the *flamenco* cluster or from the *traffic jam* 3′ UTR (Figure S1). 

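Scaled to miRNA-like reads, piRNA-size reads in OSCs fell from 12.7 per miRNA-like read in the GFP siRNA library (18666983 reads) to 2.95 in the CG2183 siRNA library (5582320 reads). The knockdown library thus kept 23.3% of the control level (95% interval 23.2% to 23.4%), a 4.29-fold reduction. Over 18 versions of the rule for miRNA-like families the level stayed between 23.1% and 23.9%, and it was 26.9% when the abundant RNA was kept. It moved most, to 62.3%, when all reads of 18 to 30 nt served as the scale, a scale that is itself made up mostly of piRNA-size reads in the control. Counted as distinct sequences, after the libraries were thinned to the same number of miRNA-like reads, the level was 39.6%. Single miRNA-like families did not keep a fixed ratio between the libraries. Of 166 families with at least 100 control reads, 120 were within 2-fold of the scale. piRNAs from transposons, from flamenco and from the traffic jam 3′ UTR were not analysed separately here. From the loss in OSCs the paper proposes that CG2183 is a primary piRNA biogenesis factor.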

Based on these results, CG2183 is a likely primary piRNA biogenesis factor.

CG9754, on the other hand, is to our knowledge most probably an uncharacterized factor essential for the Piwi-mediated silencing process. Cells depleted for CG9754 exhibited nuclear Piwi loaded with piRNAs, yet the Piwi-RISC was not able to elicit efficient TE silencing. In support for this, GFP-CG9754 localized to the nucleus (where Piwi-mediated silencing occurs) while GFP-CG2183 localized to the cytoplasm (where piRNA biogenesis occurs) both in OSCs as well as in ovaries (Figures 5G and 5H). Both GFP transgenes include the respective endogenous regulatory regions. The GFP fusion proteins were clearly detectable in ovarian somatic and germline cells (GFP-CG2183 was more abundant in germline cells) in support of both proteins being essential piRNA pathway factors in both pathways.

### CG2183 Colocalizes with Zucchini on Mitochondria and Is an Essential piRNA Biogenesis Factor

The subcellular localization of GFP-CG2183 was highly reminiscent of mitochondrial patterns and of the reported Zuc localization (Saito et al., 2010). In fact, ectopically expressed Zuc-GFP and YFP-CG2183 in OSCs exhibited an indistinguishable pattern that nearly fully overlapped with mitochondria (Figure 6A). Also, in ovaries, Zuc-GFP and GFP-CG2183 colocalized significantly with mitochondria (Figure S2). When analyzing the Zuc and CG2183 polypeptides with TMHMM (Sonnhammer et al., 1998), a prediction tool for transmembrane (TM) helices, a significant TM helix was predicted for the Zuc N terminus (Saito et al., 2010) and the CG2183 C terminus (Figure S2). Deletion of the respective TM helices resulted in a uniform distribution of both proteins in OSCs (Figure 6B). This indicated that CG2183 is a transmembrane protein like Zuc, most probably of the outer mitochondrial membrane.

**Figure 6:**
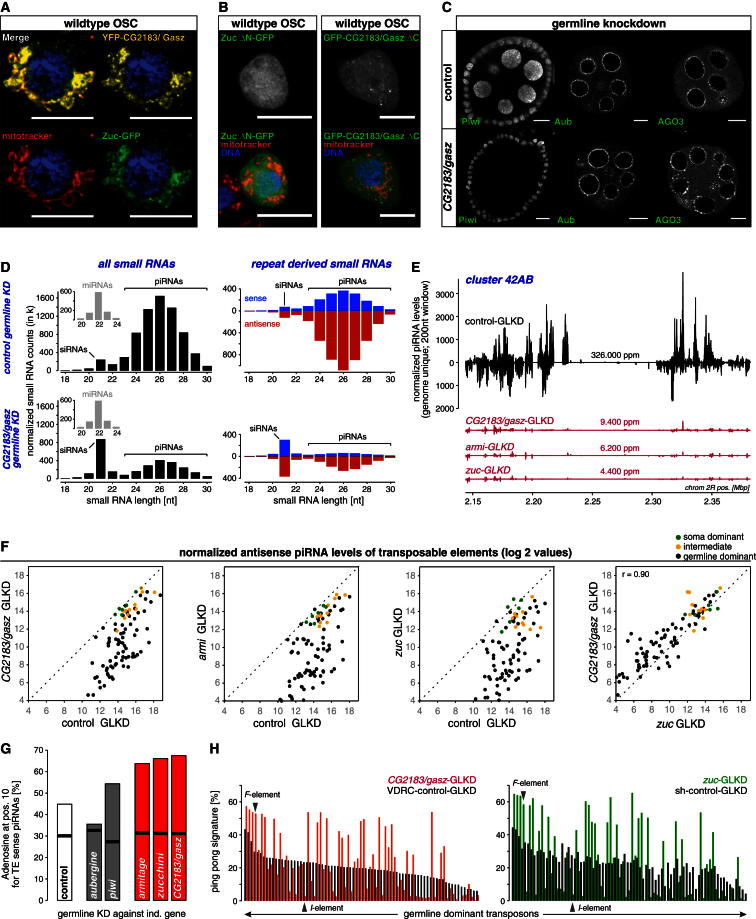
CG2183/Gasz Is an Uncharacterized piRNA Biogenesis Factor (A) Confocal sections (scale bars, 10 μm) of OSCs transfected with YFP-CG2183/Gasz (yellow) and Zuc-GFP (green) expression constructs and stained for mitochondria (MitoTracker; red) and DNA (blue). (B) Confocal sections (scale bars, 10 μm) of OSCs transfected with Zuc-GFP and GFP-CG2183/Gasz expression constructs (green) lacking the respective transmembrane domains and stained for mitochondria (MitoTracker; red) and DNA (blue). (C) Confocal sections (scale bars, 10 μm) through egg chambers stained for Piwi, Aub, or AGO3. Control knockdown or *CG2183*/*gasz* knockdown was specifically activated in germline cells. (D) Left panels show length profiles of normalized small RNA populations from ovaries with control (upper) or *CG2183*/*gasz* (lower) germline knockdown split into miRNAs (small insets) and remaining RNAs (siRNA and piRNA populations indicated). Right panels show respective length profiles of repeat-derived small RNAs only (red, antisense; blue, sense). (E) Normalized piRNA profiles (genome unique; sense up, antisense down) from ovaries with indicated germline knockdowns mapping to cluster *42AB*. (F) Scatter plots showing normalized antisense piRNA levels (log2 values) mapping to soma-dominant (green), intermediate (yellow), or germline-dominant (black) TEs from ovaries with indicated germline knockdowns (Pearson correlation [r] based on all TEs). (G) Bar chart displaying the adenosine content at position 10 for sense piRNAs mapping to TEs isolated from ovaries with indicated germline knockdowns. Black lines indicate the expected level based on the average 10A content at positions 2–9 and 11–23. (H) Shown are ping-pong signatures of germline-dominant TEs based on piRNAs from ovaries with indicated germline knockdowns. TEs were ordered according to their ping-pong signature in the VDRC control library. See also Figure S2.

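The length profile was examined as the ratio of the CG2183 knockdown to the control library at each length, for reads outside the miRNA-like families and the abundant RNA, per miRNA-like read. In ovaries the ratio was 0.313 at 23 nt, lowest at 24 nt with 0.213, then rose again with length to 0.261 at 26 nt, 0.419 at 29 nt and 0.607 at 30 nt. Reads of 21 nt went the other way, from 254229 to 866069 per 1000000 miRNA-like reads, a ratio of 3.41 (95% interval 3.38 to 3.43). The neighbouring lengths rose less, with ratios of 2.03 at 20 nt, 1.32 at 19 nt and 1.42 at 18 nt, and reads of 22 nt were at 1.04. In OSCs, where siRNAs against CG2183 were compared with siRNAs against GFP, the ratio was lowest at 25 nt with 0.197 and was 1.48 at 21 nt. Of the reads of 21 nt in the ovary knockdown library, 36.5% started with U, against 70.7% of its piRNA-size reads. The split of repeat-derived small RNAs by strand was not analysed here.

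**Figure D2:**
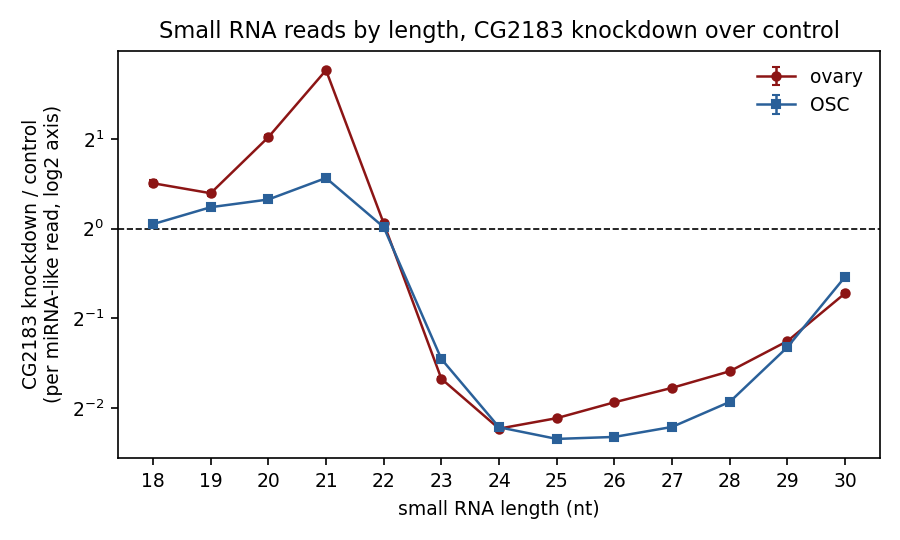
Reads in the CG2183 knockdown library over reads in the control library at each small RNA length from 18 to 30 nt, per miRNA-like read (log2 axis), for ovaries (circles) and OSCs (squares). Bars, mostly hidden by the symbols, are 95% intervals for counting error, the dashed line marks an equal level, and both tissues rise at 21 nt and fall from 23 nt on.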

Our results suggested a link between CG2183 and Zuc. Indeed, knockdown of CG2183 in the germline resulted in a loss of Piwi, no change in Aub localization, and a mild delocalization of AGO3 from nuage, a pattern indistinguishable from the effects reported upon Zuc knockdown (Figure 6C) (Olivieri et al., 2010). 

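The ovary data analysed here are 1 small RNA library from ovaries with a control germline knockdown and 1 from ovaries with CG2183 germline knockdown, both driven by nanos-GAL4 in flies of 5 to 6 days kept at 25 °C. The Zuc and Armi knockdown libraries were not analysed here. In the deposited table of sequence counts, the control library holds 7163283 reads over 2001568 distinct sequences and the knockdown library 2913055 reads over 599301 sequences. The smaller knockdown library finds fewer rare sequences, which matters for any measure that counts distinct sequences or pairs of them. Classes were made as for the OSC libraries, with the same 175 miRNA-like families, which had 637377 reads in the control and 333590 in the knockdown library. The abundant RNA that was set aside made up 21.5% of all reads in the control and 50.6% in the knockdown library, so removing it weighs more here than in OSCs. Since ovaries contain somatic cells, in which the knockdown is not driven, the read count of each sequence in the OSC control library was used to divide ovary sequences. A count of 0 there, among 21579456 reads, allows a share of up to 1.39e-05% of that library.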

To extend this analysis, we sequenced small RNAs from ovaries with CG2183 germline knockdown and compared piRNA populations to control as well as to Zuc or Armi knockdowns (Figure 6E). 

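Per miRNA-like read, the ovary control library held 7.24 piRNA-size reads (4617693 reads of 23 to 30 nt) and the CG2183 germline knockdown library 2.03 (676181 reads). The knockdown library kept 27.98% of the control level (95% interval 27.8% to 28.1%). This value depends on setting aside the abundant RNA, a choice made after seeing the data, because the level was 63.9% when that RNA was kept. With the RNA set aside, the level ranged from 27.9% to 28.2% over 18 versions of the rule for miRNA-like families. Of 137 families with at least 100 control reads, 128 were within 2-fold of the scale.
The level depended on whether a sequence was also present in OSCs. Sequences with 0 reads in the OSC control library, which made up 59.3% of the piRNA-size reads of the control ovaries, fell to 14.8% of control (14.7% to 14.9%). Sequences with 1 OSC read were at 28.1%, those with 2 to 9 OSC reads at 38.3% and those with 10 to 99 OSC reads at 48.4%. Sequences with 100 or more OSC reads kept 81.4% (80.8% to 82.0%). The order was the same among reads of 24 to 28 nt that start with U, from 11.7% to 74.1%. Scaled to all reads of 18 to 30 nt, the class with the most OSC reads stood at 108% of control. Whether it was lowered at all thus depends on the scale. Reads carried over from the ovary knockdown into the OSC library were not excluded. They would take sequences with many knockdown reads out of the class with 0 OSC reads, here and below. piRNAs of the 42AB and flamenco clusters were not analysed here.

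**Figure D3:**
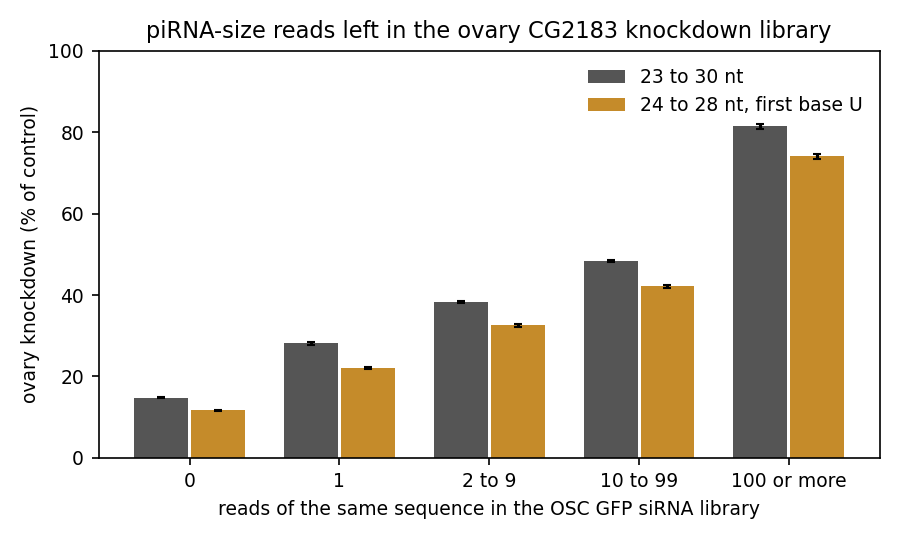
piRNA-size reads left in the ovary CG2183 knockdown library, in percent of the control library per miRNA-like read, for sequences grouped by their reads in the OSC GFP siRNA library. Dark bars are reads of 23 to 30 nt, light bars reads of 24 to 28 nt with first base U, and error bars 95% intervals for counting error. Both series rise from left to right, the dark bars from 14.8% to 81.4%.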

If compared to the respective control libraries (normalized to miRNA levels), piRNA populations (23–30 nt small RNAs) were reduced to 25%, 20%, or 23% upon knockdown of CG2183, Zuc, or Armi, respectively. piRNA populations mapping to the major germline piRNA cluster *42AB* collapsed nearly entirely in all three knockdowns (Figure 6E), while piRNAs derived from the soma-specific *flamenco* cluster were essentially unchanged, in agreement with the knockdown being germline specific. The similarities in piRNA populations from CG2183, Zuc, or Armi knockdowns extended to TE piRNA profiles. Highly similar patterns of piRNA losses were seen in all three cases (Figure 6F). Zuc and Armi are required for primary piRNA biogenesis but not for ping-pong-mediated piRNA biogenesis per se and have been classified as type I piRNA biogenesis factors (Olivieri et al., 2012). Loss of either factor has a highly stereotypical impact on piRNA populations. While piRNAs mapping to most TEs are severely reduced, a handful of TEs exhibit nearly unchanged piRNA levels, and these appear to be almost exclusively produced via ping-pong based on a strong increase in the 10 nt overlap of sense/antisense piRNAs. A detailed ping-pong analysis indicated that CG2183 classifies as a third type I biogenesis factor. 

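The 10-nt overlap between the 5′ ends of piRNA-size reads on opposite strands, the ping-pong signature, was measured over all pairs of sequences of a library, without dividing them by transposon. Without a genome sequence, an overlap was accepted only when every window of 18 nt across the joined pair occurred in a sequenced small RNA, and overlaps of 8 to 16 nt were compared. The outcome depended on how pairs were weighted. Weighted by the product of their read counts, the weighting set before the data were examined, the share of overlaps at 10 nt was 73.3% in the control and 70.8% in the CG2183 knockdown ovaries, so it did not rise. No interval is given for it, since counting pairs would understate the error of a share weighted by read counts. Weighted by the smaller of the 2 read counts, the share rose from 29.0% to 48.5%, and with each pair counted once it rose from 20.8% to 38.2%. Part of these rises came with the smaller size of the knockdown library. With the control thinned to the same number of reads, the control shares were 38.0% and 30.9%. Among sequences with 0 OSC reads, with the control thinned, the share rose by the product of counts too, from 53.7% to 57.6%. By the smaller count it rose there from 38.8% to 44.2%. Set against the mean of the 9-nt and 11-nt overlaps, the 10-nt overlap of these sequences did not clearly rise. This ratio went from 6.46 to 6.09 by the product, from 3.74 to 3.82 by the smaller count and from 3.29 to 3.18 with each pair counted once. In OSCs, which the paper describes as having only primary piRNA biogenesis, the share was 13.0% in the GFP siRNA and 13.8% in the CG2183 siRNA library by the product of counts.
Sequences with 0 reads in the OSC control library were then divided by whether they had a partner in the control ovary library, a division chosen after seeing the data. These classes require a control read and so leave out 55.4% of the 211601 knockdown reads of sequences with 0 OSC reads, which lowers the values at low read counts. Sequences read once in the control kept 8.67% of control when they had a 10-nt partner, 2.16% when they had only a 9-nt or 11-nt partner and 1.46% when they had neither. With 2 to 4 control reads the values were 10.7%, 2.38% and 3.16%, and with 5 to 19 reads they were 11.0%, 1.74% and 4.52%. The order changed with 20 or more reads, where sequences with a 10-nt partner kept 8.05% and the 418 sequences with no partner kept 10.6% (9.91% to 11.4%), while those with only a 9-nt or 11-nt partner kept 2.22%. In this class, sequences with 20 to 99 control reads kept 8.62%, 2.23% and 11.2% in the order 10-nt partner, 9-nt or 11-nt partner and no partner. With 100 or more reads the values were 5.57%, 1.87% (4 sequences) and 5.99% (11 sequences). The control reads were also divided at random, with read classes and partners taken from 1 part and the level from the other. Sequences with 1 read then kept 18.2%, 5.61% and 6.88% in the same order of partners. Those with 20 or more reads kept 7.06%, 0.639% and 10.8%. With the parts exchanged, the values were 18.5%, 5.67% and 6.81%, and 7.46%, 1.91% and 10.1%. The value for a 9-nt or 11-nt partner at 20 or more reads thus differed between parts, on 20 and 63 knockdown reads. Sequences not read in the part used have no partner class. With the first part they held 133143 of the 211601 knockdown reads and kept 19.5%. From its ping-pong analysis per transposon, which was not repeated here, the paper concludes that CG2183 is a type I biogenesis factor.

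**Figure D4:**
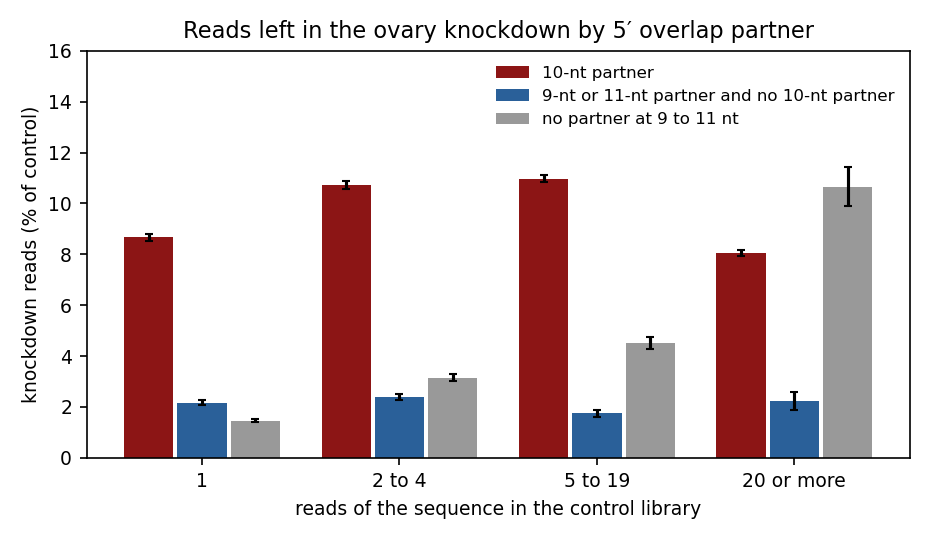
Reads left in the ovary CG2183 knockdown library, in percent of control per miRNA-like read, for sequences with 0 OSC reads, grouped by their reads in the control library and by their 5′ overlap partner there. Knockdown reads of sequences without a control read are left out. Error bars are 95% intervals for counting error. A 10-nt partner goes with the highest value in the first 3 groups, and sequences with no partner are highest at 20 or more reads.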

Adenosine levels at position 10 of sense piRNAs (an indicator of ping-pong piRNA biogenesis) were increased to almost identical levels in all three knockdowns (Figure 6G). Similarly, ping-pong signatures were elevated for the same subset of TEs in CG2183 or Zuc knockdowns (Figure 6H). 

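Figure 6G uses sense piRNAs that map to transposons. Transposon strands were not used here, and the adenosine content at position 10 was measured over all piRNA-size reads of an ovary library, so the values are not on the scale of the figure. Adenosine stood at position 10 in 33.5% of the reads of the control (Wilson 95% interval 33.5% to 33.6%) and in 38.4% of the reads of the CG2183 knockdown (38.3% to 38.5%). As in the figure, these were set against the mean of positions 2 to 9 and 11 to 23, which was 26.9% and 27.0%. The excess at position 10 thus rose from 6.65 to 11.4 percentage points. The rise was larger for sequences with 0 reads in the OSC control library, from 34.6% to 49.5%. It was not seen everywhere. Sequences with at least 10 OSC reads went from 29.0% to 27.7%, and reads that start with a base other than U from 37.7% to 37.8%. In OSCs the excess at position 10 was 3.77 points in the GFP siRNA library and 3.06 points in the CG2183 siRNA library.

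**Figure D5:**
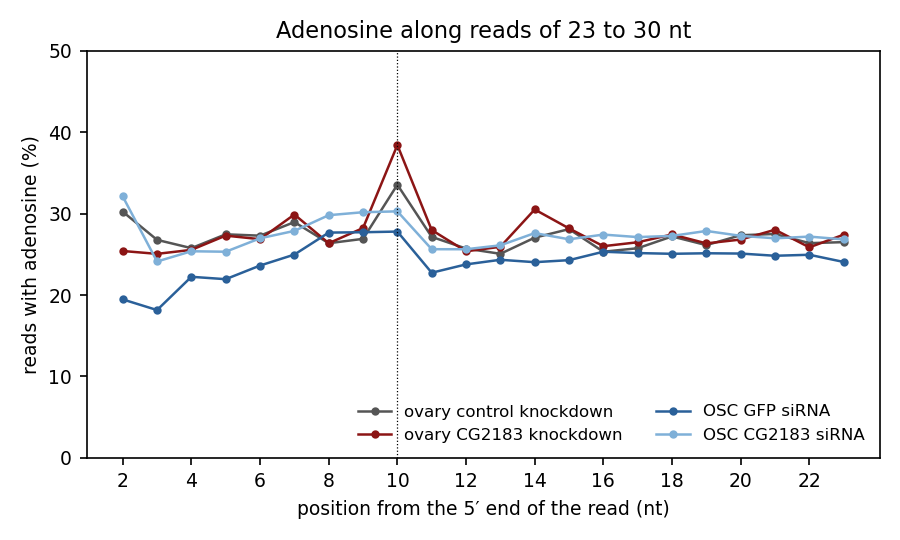
Share of piRNA-size reads with adenosine (%) at positions 2 to 23 from the 5′ end in the 4 small RNA libraries, with a dotted line at position 10. The ovary libraries peak at position 10, at 33.5% in the control and 38.4% in the CG2183 knockdown, and the OSC libraries are at 27.8% and 30.3% there, near their values at position 9 (27.7% and 30.2%) and above those at position 11 (22.7% and 25.6%).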

The two prototypical TEs *F*-element (increased ping-pong) and *I*-element (collapsed piRNA profile) exemplify the differential impact of loss of type I biogenesis factors on piRNA populations (Figure S2).

Taken together, CG2183 classifies as a type I piRNA biogenesis factor like Zuc and Armi, and its subcellular localization on mitochondria hints at an intricate connection to the endonuclease Zuc.

### *CG2183* Encodes *Drosophila* Gasz and Recruits Armitage to Mitochondria

Protein BLAST searches identified orthologs of CG2183 in mammals, and intriguingly, the mouse ortholog GASZ (*g*erm cell protein with *a*nkyrin repeats, *s*terile alpha motif, and leucine *z*ipper) has been linked to piRNA biogenesis (Ma et al., 2009). Based on the overall sequence identity of 26%, a similar domain organization (five ankyrin repeats and a sterile alpha motif), a predicted C-terminal transmembrane domain in both proteins, and a demonstrated colocalization of GASZ with mitochondria, we termed CG2183 *Drosophila* Gasz.

Ankyrin repeats and sterile alpha motifs often mediate protein-protein interactions. Given the localization of Gasz and the endonuclease Zuc on mitochondria, we speculated that Gasz might serve as an adaptor to recruit other biogenesis factors to mitochondria. We first verified that Gasz and Zuc localize to mitochondria independent of each other, as would be predicted for two proteins harboring TM domains (Figure S3). We then tested whether any of the known piRNA biogenesis factors showed altered subcellular localization upon loss of Gasz. In follicle cells as well as in cultured OSCs, the biogenesis factors Yb, Armi, Vret, and Shu are cytoplasmic and are enriched in perinuclear Yb-bodies that depend on the RNA helicase Yb. Yb-bodies are in close association with mitochondria and are hypothesized to be the sites of primary piRNA biogenesis. We generated clones of cells expressing either *gasz* or *zuc* dsRNA hairpins in the follicular epithelium and stained for known biogenesis factors (Figures 7A and 7B). As reported previously, cells with Zuc knockdowns exhibited significantly enlarged Yb-bodies (evidenced by the accumulation of Armi and Vret). This likely results from a clustering of mitochondria into one or two perinuclear spheres per cell (Figure 7B) (Olivieri et al., 2010, 2012). Cells depleted for Gasz showed no defects in Yb-body localization of Yb, Armi, or Vret. Vret levels were elevated in Yb-bodies, but Armi levels were not, indicating no general enlargement of Yb-bodies and presumably also no clustering of mitochondria (Figure 7A). The enlarged Yb-bodies in Zuc mutant cells also stain positive for Piwi, indicating that presumably unloaded Piwi is recruited to Yb-bodies/mitochondria and cannot be released in the absence of Zuc (Olivieri et al., 2010; Saito et al., 2010). Interestingly, loss of Gasz also resulted in Piwi accumulation in Yb-bodies, albeit to a lesser degree, probably because of no apparent mitochondrial clustering (Figures 7C and 7D; Figure S4). These results once more highlighted the similarities between Zuc and Gasz, yet they did not provide any clues toward the molecular function of Gasz.

**Figure 7:**
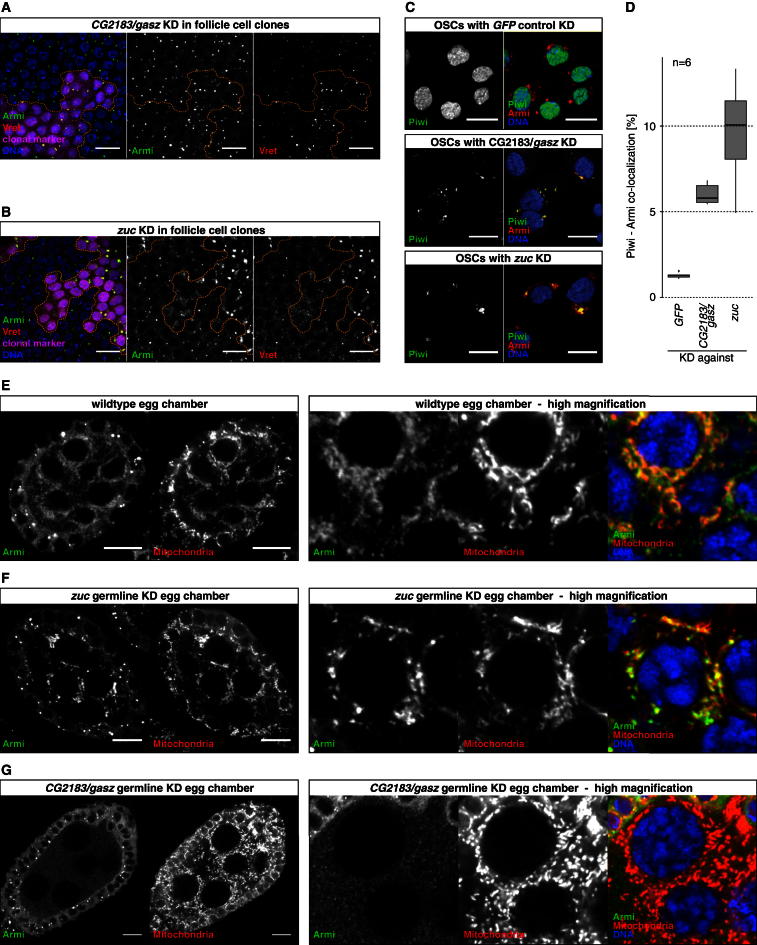
CG2183/Gasz Recruits Armitage to Mitochondria (A and B) Confocal sections (scale bars, 10 μm) through the follicular epithelium of egg chambers stained for Armi (green), Vret (red), and DNA (blue). Knockdown of *CG2183*/*gasz* (A) or *zuc* (B) was clonally induced (clonal marker in magenta; clone borders marked by dashed line). (C) Confocal sections (scale bars, 10 μm) of OSCs with indicated siRNA-mediated knockdowns stained for Piwi (green), Armi (red), and DNA (blue). (D) Quantification of Piwi-Armi colocalization based on (C). The fraction of Piwi-positive pixels colocalizing with Armi-positive pixels is indicated. Box plots are based on six quantified images per knockdown with ∼30 cells each. (E–G) Confocal sections (scale bars, 10 μm) through egg chambers with indicated genotype stained for Armi (green), mitochondria (red), and DNA (blue). Overview panels are shown to the left and high magnification images to the right. Colocalization of Armi and mitochondria in the merge panels appears yellow. See also Figures S3–S5.

*Drosophila* somatic ovarian cells are special, as here piRNA biogenesis depends on the soma-specific RNA Helicase Yb, the defining factor of Yb-bodies (Szakmary et al., 2009). We hypothesized that localization of biogenesis factors to Yb-bodies might not be the relevant assay to test whether Gasz serves as an adaptor to recruit biogenesis factor(s) to the mitochondrial surface. We therefore analyzed the localization of piRNA biogenesis factors in germline cells (which lack Yb-bodies but do perform primary piRNA biogenesis) upon depletion of Zuc or Gasz. Striking differences were observed for the RNA Helicase Armi. In wild-type nurse cells, Armi localized to the cytoplasm and was enriched in diffuse “clouds,” which colocalized with mitochondria (Figure 7E). Remarkably, Armi accumulated even more in areas of mitochondrial clusters upon knockdown of Zuc but was evenly dispersed and lacked mitochondrial colocalization in cells depleted for Gasz (Figures 7F and 7G). Given that Piwi accumulated around mitochondrial clusters in Zuc-depleted but not in Gasz-depleted cells (Figure S5), we propose that Gasz serves as the adaptor protein that recruits an Armi-Piwi complex to mitochondria, where the endonucleolytic activity of Zuc generates the 5′ end of pre-piRNAs that will be loaded into Piwi.

Our results define a second mitochondrial transmembrane protein in primary piRNA biogenesis and provide evidence that Gasz couples biochemical reactions occurring at the mitochondrial surface (e.g., Zuc-mediated cleavage) with the upstream sorting of piRNA precursors.

## Discussion

The mechanistic understanding of the piRNA pathway is very limited, and systematic studies are hampered due to its gonad-restricted activity. Therefore, our in vivo RNAi screen provides an invaluable entry point into the dissection of this silencing system. In the following, we critically assess two key aspects that are relevant to this work.

### Specificity and Validity of the Screen Results

Transgenic RNAi screens based on the expression of long dsRNA hairpins must be rigorously evaluated in terms of their false negative and false positive rates. The false negative rate is influenced by the availability of VDRC lines (94% for this screen), by the number of genes that cannot be evaluated due to overall defects in ovarian development (10% for this screen), and by the knockdown efficiency of the VDRC lines toward their respective target genes (estimated to be ∼90% if two lines per gene were tested). Based on this, we conservatively estimate that our screen captured up to 80% of the key factors involved in the somatic piRNA pathway. We point out that the *gypsy*-lacZ sensor faithfully recapitulates defects at all levels of the piRNA pathway, such as *flamenco* mutations, piRNA biogenesis defects, or defects in piRNA-mediated silencing.

Our screen is relatively blind toward genes that are essential for cellular viability and that therefore could not be evaluated. It is clear that at some point piRNA-specific processes will connect to more general cellular biology. For example, the key heterochromatin protein Su(var)205 (HP1) is likely to be important for piRNA-mediated silencing (Wang and Elgin, 2011), but it could not be evaluated as its knockdown in follicle cells prevented ovarian development.

We identified 144 genes with potential involvement in the somatic piRNA pathway. This set includes (1) true positives, (2) factors with indirect impact on the pathway, and (3) RNAi artifacts. Considering that the *gypsy*-lacZ sensor picks up even moderate defects in TE silencing, the number of factors with indirect impacts will be significant. For example, at least 38 factors can be clearly assigned to aspects of mitochondrial metabolism. As expected for such “indirect” factors, these scored weakly in the screen. We note that the identification of processes or factors that impact the piRNA pathway indirectly might still be valuable. For example, mitochondrial integrity and/or number likely influence TE silencing, as at least two piRNA biogenesis factors are mitochondrial transmembrane proteins. Mitochondrial function is diminished upon aging. As aging has been linked to increased mobility of TEs, it is tempting to speculate that aspects of this might be linked to modulations of piRNA pathway activity.

False positives due to screening artifacts are common for transgenic RNAi screens. They stem from off-target effects of generated siRNAs but can also arise from gain-of-function conditions of genes located in the vicinity of the VDRC transgene insertion. Both aspects, however, are expected to impact our screen only marginally. First, the set of core factors acting in the pathway is unlikely to exceed 30–40 genes, making off-target effects less likely. Second, the screen was based on manual evaluation of a transgenic reporter assay, a highly specific phenotype. And third, only very few genes (if any) will impair TE silencing if overexpressed. These arguments are strongly supported by an experimental validation of nearly all of the 30 tested candidates by an independent RNAi line.

Taken together, our screen represents a highly enriched set of somatic piRNA pathway genes. We speculate that ∼30 factors are either core factors of the somatic piRNA pathway or have direct impact on its function. This testifies to the remarkable complexity of the piRNA pathway compared to the siRNA or miRNA pathways.

### Differences and Commonalities between Somatic and Germline piRNA Pathways

At least two key differences distinguish the piRNA pathways in somatic or germline cells of the *Drosophila* ovary. First, expression of Aub and AGO3 as well as the process of secondary piRNA biogenesis is germline specific (Li et al., 2009; Malone et al., 2009). Second, only germline piRNA clusters are transcribed in both directions. Most of the germline-specific piRNA pathway factors listed in Figure 3E are involved in either of these two aspects. These are Aub/AGO3 and ping-pong factors such as Spindle-E or Vasa on the one side and Rhino and Cutoff on the other side (Klattenhoff et al., 2009; Li et al., 2009; Malone et al., 2009; Pane et al., 2011).

Primary piRNA biogenesis and Piwi-mediated transcriptional silencing are much more likely to be similar between the two cell types, consistent with the literature (Handler et al., 2011; Olivieri et al., 2012; Preall et al., 2012; Sienski et al., 2012; Wang and Elgin, 2011; Zamparini et al., 2011). Several of the newly identified “common factors” acting in both cell types are likely to classify into one of these two categories, including Gasz (primary biogenesis) or CG9754 (silencing).

Considering this, it was surprising to find numerous genes with strong involvement in the somatic pathway that were seemingly dispensable for TE silencing in the germline. Many of these “soma-specific” factors can be grouped into three major processes: nuclear RNA export, the nuclear pore complex, and transcriptional elongation. We believe that these processes are either carried out by related factors in germline cells (e.g., Nxf2 and Nxf3 are germline-specific RNA export factors) or that they are indeed required specifically in somatic cells.

All in all, the identified somatic piRNA pathway factors and the established genetic and cell-biological tools will advance investigations on the *Drosophila* piRNA pathway. Given that several of the key processes and involved factors are conserved in vertebrates, our data will also influence studies in the model systems zebrafish and mouse.

## Experimental Procedures

### *Drosophila* Stocks

Fly stocks are listed in the Supplemental Information.

### RT-qPCR Analysis

Primer sequences and details are given in the Supplemental Information.

### shRNA Transgenes

shRNA lines were cloned into the Valium-20 vector (Ni et al., 2011) modified with a white selection marker and integrated into the attp2 landing site reported in Groth et al., 2004. Hairpin sequences are listed in the Supplemental Information.

### Small RNA Cloning

Small RNA cloning and sequencing was performed as in Jayaprakash et al., 2011. Details are given in the Supplemental Information.

### Antibodies

α-Piwi, α-Aub, and α-AGO3 (rabbit) were described in Brennecke et al., 2007; α-Armi, α-Vret, and α-Yb (rabbit) were described in Handler et al., 2011; α-Piwi and α-Armi (mouse) were described in Saito et al., 2010.

### Immunocytochemistry

IF staining of ovaries and OSCs was done as in Olivieri et al., 2010. All primary antibodies were used at 1:500.

### Northern Blot

Total RNA was isolated from respective knockdowns and separated on a 15% Urea-PAA gel. After transfer onto a membrane, radioactively labeled probes were hybridized over night. Probe sequences and details are given in the Supplemental Information.

### Cell Culture

OSCs were cultured as described as in Niki et al., 2006 and transfected with Cell Line Nucleofector Kit V (Amaxa Biosystems; program T-029). Details are given in the Supplemental Information.

How the deposited data were processed for this re-analysis (not part of the article)

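RNA-seq was analysed for 2 libraries of wild-type OSCs, and small RNA sequencing for 4 libraries, which are OSCs treated with siRNAs against GFP or CG2183 and ovaries with a control or CG2183 germline knockdown. The Zuc and Armi libraries were not analysed here.

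The authors made the RPKM values, scaled to gene length and to the number of sequenced reads, from strand-specific cDNA and deposited a table for each RNA-seq library, with replicates not pooled. For small RNAs the authors deposited a count of reads for each of 11107130 distinct sequences in each library, from a table of mapped reads. Of these sequences, 7928203 had a read in the 4 libraries and 3178927 had 0 reads in all of them. The paper's text does not name the aligner, genome build or trimming behind either kind of file. The counts reach lengths of 15 to 42 nt, and reads over 29 nt, the upper insert length in the sample labels, made up from 1.37% to 7.40% of a library.

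From the RPKM values, the mean of the libraries, its SD and the number of genes with a mean of at least 1 RPKM were computed. Fold changes between the replicates used log2(RPKM + 0.1). The Table S1 copy of 1998 genes was joined by CG identifier, and 1980 of them were matched. Over 1978 genes, the ratio of the deposited mean to the RPKM in Table S1 had a median of 1.01, and 1906 genes were within 5% of it. Genes named in the text are those fixed before the data were examined, which are CG2183, CG9754, the 8 known somatic factors, the germline genes labelled in Figure 1F, the export factors of the paper, the hits under 2 RPKM, and the 3 highest and 3 lowest hits. Transposons and miRNAs of the same list are not named, since no annotation of them was used here.

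From the small RNA counts, reads were divided into miRNA-like families, an abundant RNA, piRNA-size reads of 23 to 30 nt and reads of other lengths. The family rule uses the first 16 nt, at least 1000 reads in all, at least 10 reads in each library and 90% of reads at 20 to 24 nt. The abundant RNA was collected from sequences with at least 1% of the reads of a library through shared stretches of 12 nt. Both rules stand in for annotated classes, which had been planned, and were fixed after seeing the data but before any level was computed. Levels are ratios to miRNA-like reads. The ping-pong signature was computed over all piRNA-size sequences and over overlaps of 8 to 16 nt, where overlaps of 1 to 30 nt per transposon had been planned, since shorter overlaps cannot be checked without a genome sequence. Stretches specific to a knockdown library were joined, through shared ends of 18 nt, from 21-nt sequences with at least 5 reads and a level at least 20 times that in each of the other 3 libraries.

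The steps were tested on simulated data. With 30000 simulated piRNAs at 30% of control, each with 3 lengths, a level of 30.1% was recovered, with all 100 simulated miRNA-like families and 0 others. When each simulated piRNA had 1 length, the level was 29.9%, but 11 piRNAs of 23 or 24 nt were taken for miRNA-like families. In the data, 48 of the 175 families were mostly of 23 or 24 nt and held from 24.5% to 28.7% of miRNA-like reads, and some of them can be piRNAs. The share of overlaps at 10 nt was recovered exactly from 3000 placed pairs, as 35.3%, and a simulated stretch of 160 nt was recovered whole. Every window across the simulated pairs was supplied, so no true pair could be lost. Shorter overlaps must pass more windows than longer ones. How this shifts the share in the data, where windows come from sequenced small RNAs only, was not tested. With 500000 simulated sequences that kept 20% of their reads, classes made from all control reads gave 16.3% for sequences read once, and classes made from 1 part of the reads gave from 19.8% to 20.2%. On 10000 simulated genes, a depth ratio of 4 was recovered from the RPKM values, and Spearman's rho of the replicate ratio with length was 0.00356 without a simulated length trend.

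Intervals are 95% intervals, by Wilson's method for shares and by the delta method on the log ratio for levels. The floor of a library was 3 counts, from 1.39e-05% in the OSC control to 0.000103% in the ovary knockdown library. No test compares conditions, since each has 1 small RNA library. Alternatives covered the scale, read lengths, weights and family rules for small RNAs, and the replicate, cutoff, pseudocount and bins for RNA-seq. Levels by transposon, cluster and gene, and 21-nt reads on CG2183 exons, which were to check the labels, were not computed. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9.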

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

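The tests in this part were written before the values they measure were seen, but the search turned to the OSC GFP siRNA library was chosen only after the OSC sequences had been seen, and the stretches themselves were found by searching the data. Each was joined from 21-nt sequences picked for being more frequent in the knockdown library, so an excess there follows in part from the choice, and no replicate library exists to check it.

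In the ovary CG2183 knockdown library, the longest such stretch had 162 nt and 11222 reads of 21 nt, against 241 in the ovary control. The paper does not report on it. Reads lay on both strands, 62.0% on the more frequent one, and 79.0% of its reads of 18 to 30 nt were of 21 nt, with 226 reads of 23 to 30 nt. A candidate explanation is small RNAs made from the knockdown construct. The stretch can be read through without a stop codon in 2 of its reading frames, over 53 codons in the first of them, as a piece of coding sequence would be. An open frame does not set it apart, since the longest stretch of the OSC CG2183 siRNA library also had 1, over 61 codons. The open frames do not show which gene the ovary stretch came from. A match to CG2183 was not tested, because the sequence of CG2183 was not used here. The stretch also had 445 reads in the OSC GFP siRNA library and 9 in the OSC CG2183 siRNA library. Across its 275 sequences of 21 nt, reads in the OSC GFP siRNA library followed those in the ovary knockdown library with a Spearman's rho of 0.731, across sequences that are not independent, and those in the ovary control with a rho of 0.651. This is consistent with reads carried over between libraries, at 0.535% and 0.873% of the respective library's reads if all came that way. It does not exclude native small RNAs with the same preference for certain sequences, which would give a similar correlation.

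In the OSC CG2183 siRNA library, the longest stretch had 184 nt and 2419 reads of 21 nt, against 52 in the OSC GFP siRNA library, or 1280 against 35.3 per 1000000 miRNA-like reads. Unlike the ovary stretch it also gave many reads of 23 to 30 nt, 15842 in the control and 6680 in the knockdown library. It is the longest of 101 stretches of at least 40 nt, joined from 10428 sequences with 97904 reads in this library against 243 in the GFP siRNA library. Its reads lay on both strands, 53.8% on the more frequent one, and so did those of the next stretches, of 102 and 100 nt, with 51.2% and 57.9%. The most frequent of the sequences had 3221 reads against 23, or 1705 against 15.6 per 1000000 miRNA-like reads, and 21-nt sequences complementary to it had 1645 against 13 reads. All of these were picked for their excess, so its size is not evidence in itself. Chance in read counts is argued against by turning the search to the OSC GFP siRNA library, which found 203 sequences, or 1.95% of the number in the CG2183 siRNA library. This covers chance in counting reads only. Cells of both libraries were treated with siRNAs, so siRNA treatment as such does not set them apart. A response to the siRNAs against CG2183, or to the knockdown itself, stays open, as untested. So does a difference between the single cultures or libraries.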

How the results depend on the processing

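Alternatives named here as added were chosen after seeing the data, and all others before the data were examined. In all, 204 alternative values were computed for 61 results. The cause of a change was not tested unless a cause is named.

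The number of expressed genes stayed within 1.5 times its value of 7244 under every alternative tried, between 6796 and 7629. The lowest mean RPKM among the 8 somatic factors, 15.3, was between 3.38 and 25.7 across the values that each left out a replicate. The median RPKM of the screen hits was between 37.4 and 49.3 when either replicate was left out, against 53.1 from the mean of both.

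For the OSC piRNA level of 23.3% and the ovary level of 27.98%, every scale and length setting tried left the knockdown below the control. Scaled to all reads of 18 to 30 nt they were 62.3% and 37.1%, and piRNA-size reads are part of that scale. Without the 5 most abundant families they were 21.6% and 29.8%, with the median ratio of families 21.5% and 28.9%, with 24 to 28 nt 21.5% and 26.3%, with 23 to 29 nt 22.7% and 27.4%, and by distinct sequences 39.6% and 29.1%. Among added alternatives, keeping the abundant RNA gave 26.9% and 63.9%, which shows that the ovary level rests on leaving it out. Reads that start with U gave 22.1% and 27.0%, leaving out the 1000 most abundant sequences 23.1% and 26.3%, families of at least 5000 reads 23.5% and 28.2%, and a scale of families mostly of 20 to 22 nt 23.6% and 27.2%. In OSCs, families of at least 500 reads gave 23.2% and families with 95% of reads at 20 to 24 nt 23.7%.

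The ratio of adenosine at position 10, knockdown over control, was 1.15 in ovaries. It was 1.13 by distinct sequences and 1.12 for 24 to 28 nt. Added alternatives gave 1.43 for sequences with 0 OSC reads, 1.21 for reads that start with U, 1.19 without the 1000 most abundant sequences and 1.00 for reads that start with another base. It was reversed, at 0.955, for sequences with at least 10 OSC reads.

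The ratio of the share of overlaps at 10 nt was 0.967 with the product of read counts. The direction was reversed with the smaller of the 2 read counts (1.67) and with distinct sequences (1.84). Among added alternatives, thinning the control to the reads of the knockdown library gave 0.969 with the product, and 1.28 and 1.24 with the reversed weightings, so library size accounts for part of their rise. Sequences with 0 OSC reads, thinned, gave 1.07 with the product and 1.14 with the smaller count. The 10-nt overlap over the mean of the 9-nt and 11-nt overlaps went there from 6.46 to 6.09 with the product. With the smaller count it went from 3.74 to 3.82. Windows of 16 and 20 nt gave 0.997 and 0.965. Whether the signature rises over all sequences therefore depends on the weighting.

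Of the other alternative values, 50 are the RPKM of 25 single genes with a replicate left out. They say nothing about stability, because with 2 libraries each value lies within 1 SD of the mean by construction. Apart from these, 13 alternative values were counted as unchanged, 79 as moved (32 up and 47 down) and 1 as reversed. This tally mixes added alternatives with those set before the data were examined. The reversed value, an added alternative, was the ovary level of sequences with 100 or more OSC reads. It was 108% when scaled to all reads of 18 to 30 nt. Among the unchanged values, the number of genes listed at 0 has no error to stay within. It was 3427 in both libraries together, 4933 without replicate 1 and 3780 without replicate 2. For small RNA levels and shares, a value counts as moved once it leaves its interval for counting error, which is narrow at this depth and does not hold the difference between libraries that replicates would show. Among them are the reads kept by overlap partner, which in an added alternative were measured with read classes and partners from 1 part of the control reads. Sequences with 1 read and a 10-nt partner then kept 18.2% in place of 8.67%.

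Not run, because no genome sequence or annotation was used here, were the alternatives for levels of transposon, flamenco, traffic jam and 42AB piRNAs in OSCs or ovaries, for antisense transposon piRNAs, for reads mapping to 1 place or weighted by places, for transposons with at least 1000 reads, and for small RNAs on CG2183 exons. No paired analysis was possible because each small RNA condition has 1 library and the RNA-seq libraries are of 1 condition.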

Differences from the paper's values

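In Figure 1F, nos stands at about 2 RPKM, read by eye, where the deposited tables give a mean of 0.207 RPKM. The value was 0.392 RPKM without replicate 1 and 0.0227 RPKM without replicate 2, so none of the alternatives set before the data were examined closed the gap.

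The paper tested 6818 genes in the primary screen, and the copy of Table S1 used here lists 1998.

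The paper states that Nxf2 and Nxf3 are not expressed in OSCs. In the deposited tables, nxf2 had 28.8 and 33.6 RPKM and nxf3 1.36 and 30.5 RPKM in replicates 1 and 2, all above the paper's cutoff of 1 RPKM.

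The paper states that ping-pong signatures were raised in a subset of transposons after CG2183 knockdown. Over all sequences, with the product of read counts, the share of overlaps at 10 nt was 73.3% in the control and 70.8% in the knockdown, so the direction differed, on a measure that does not separate transposons. With the smaller of the 2 read counts (29.0% and 48.5%) and with distinct sequences (20.8% and 38.2%), the direction was the paper's. Both alternatives were set before the data were examined. In an added alternative, sequences with 0 OSC reads with the control thinned, the share by the product also rose, from 53.7% to 57.6%. Set against the mean of the 9-nt and 11-nt overlaps, the 10-nt overlap fell there by the product, from 6.46-fold to 6.09-fold. By the smaller count it went from 3.74-fold to 3.82-fold.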

Other observations

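The test of the choice of sequences by control reads was added once the difference by partner had been seen. The tests of reads per miRNA-like read, of the assembled stretch as a source of 21-nt reads, of structured RNAs, of overlap partners and of germline RNA were chosen only after the result was seen. All except these were written before.

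The 2 OSC RNA-seq libraries differed with gene length. This length was taken per gene from the gene table of the fly genome, with a median of 23142 nt in the longest eighth. It was not checked against transcript length or the length behind the RPKM values, so a trend with transcript length was not tested. The log2 ratio of replicate 2 to replicate 1 rose from a median of -0.70 in the shortest eighth of the 7087 expressed genes with a length to 1.76 in the longest, with a Spearman's rho of 0.529 across genes, which are not independent. Few reads on weak genes do not account for all of it, since rho was 0.564 among genes with a mean of at least 10 RPKM. Among genes of at least 10 RPKM in both libraries, a filter that also removes genes low in either library, rho was 0.488 and the median of the longest eighth was 0.81, so weak values may add to the size of the difference. Ribosomal protein genes do not account for it, since rho was 0.527 without them. A different selection of RNA could be the cause, as the labels name both rRNA depletion and oligo(dT) selection. This cannot be told apart here, because 109 of the 111 repeated histone genes, whose transcripts lack poly(A), are listed at 0 in both libraries. As both libraries are of 1 condition, no biological explanation was tested.

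Reads of 21 nt per miRNA-like read rose 3.41-fold in the ovary CG2183 knockdown library. A lower number of miRNA-like reads to scale by is not the whole cause, since the other lengths from 18 to 22 nt rose by at most 2.03-fold. Shortened piRNAs are argued against by the first base, as 36.5% of the reads of 21 nt started with U against 70.7% of piRNA-size reads. The longest stretch specific to this library made up 5.44% of the rise. All 21-nt sequences specific to it made up 14.4%. A response of endogenous siRNAs to the knockdown and a difference between the single libraries stay open, as untested.

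Ovary sequences that are abundant in OSCs kept more of their reads in the germline knockdown. Reads carried over from the OSC library would account for 16.7% of the knockdown reads of the class with 100 or more OSC reads, taking the tenth percentile of the ratio among 382 abundant OSC sequences as the carried-over share. Fragments of structured RNAs shared by tissues are argued against by reads of 24 to 28 nt that start with U, among which the class still kept 74.1%. A hypothesis that these tests leave open is that the sequences come from the somatic cells of the ovary, where the knockdown is not driven, which may explain why the classes differ.

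Among sequences with 0 OSC reads and fewer than 20 control reads, those with a 10-nt partner kept more of their reads than the others. Sequences were chosen there by having control reads, which lowers what they appear to keep at low read counts and leaves out 55.4% of the knockdown reads. The control reads were therefore divided at random into 2 parts, with read classes and partners taken from 1 part and the level from the other. This raised the values at low read counts, but sequences with a 10-nt partner still kept at least 3.25 times as much as those with only a 9-nt or 11-nt partner in each of the 4 read classes, whichever part was used. Among sequences read in the part used, the choice by control reads is thus not the whole cause. In the same division, sequences with only a 9-nt or 11-nt partner kept at most 5.67%, and less than those with no partner in each read class. A neighbour of any kind is thus not enough. More sequenced neighbours stay open as a cause, because sequences with a 10-nt partner can have 9-nt or 11-nt partners too. Reads copied from 1 molecule by PCR can fall into both parts, so the parts are not fully independent. The division also leaves sequences not read in the part used without a partner class. With the first part used, these held 133143 of the 211601 knockdown reads and kept 19.5%, above every partner class. The hypothesis that ping-pong maintains the sequences that remain may hold for these classes, but not as the whole account, because at 20 or more reads in the part used, sequences with no partner kept 10.8% and those with a 10-nt partner 7.06%.

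nxf2 and nxf3 were above 1 RPKM in both OSC libraries. For nxf2, RNA of germline cells in the cultures is argued against by vas, at a mean of 0.254 RPKM, and osk, at 0.117 RPKM. Both are far below nxf2 at 31.2 RPKM. The germline genes AGO3 and aub were higher, at 4.50 and 1.34 RPKM in replicate 2, but also below nxf2 at 33.6 RPKM there. For nxf3 the question stays open. Its value in replicate 1 was 1.36 RPKM, near AGO3 at 0.839 RPKM. Its mean rests on replicate 2, in which the named germline genes were all higher than in replicate 1. Expression in OSCs stays open as the biological explanation, and it was not tested further.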
